# OsJAZ1 Attenuates Drought Resistance by Regulating JA and ABA Signaling in Rice

**DOI:** 10.3389/fpls.2017.02108

**Published:** 2017-12-11

**Authors:** Jie Fu, Hua Wu, Siqi Ma, Denghao Xiang, Ruyi Liu, Lizhong Xiong

**Keywords:** jasmonates, abscisic acid, JAZ protein, crosstalk, drought resistance

## Abstract

Jasmonates (JAs) and abscisic acid (ABA) are phytohormones known play important roles in plant response and adaptation to various abiotic stresses including salinity, drought, wounding, and cold. JAZ (JASMONATE ZIM-domain) proteins have been reported to play negative roles in JA signaling. However, direct evidence is still lacking that JAZ proteins regulate drought resistance. In this study, OsJAZ1 was investigated for its role in drought resistance in rice. Expression of *OsJAZ1* was strongly responsive to JA treatment, and it was slightly responsive to ABA, salicylic acid, and abiotic stresses including drought, salinity, and cold. The *OsJAZ1*-overexpression rice plants were more sensitive to drought stress treatment than the wild-type (WT) rice Zhonghua 11 (ZH11) at both the seedling and reproductive stages, while the *jaz1* T-DNA insertion mutant plants showed increased drought tolerance compared to the WT plants. The *OsJAZ1*-overexpression plants were hyposensitive to MeJA and ABA, whereas the *jaz1* mutant plants were hypersensitive to MeJA and ABA. In addition, there were significant differences in shoot and root length between the OsJAZ1 transgenic and WT plants under the MeJA and ABA treatments. A subcellular localization assay indicated that OsJAZ1 was localized in both the nucleus and cytoplasm. Transcriptome profiling analysis by RNA-seq revealed that the expression levels of many genes in the ABA and JA signaling pathways exhibited significant differences between the *OsJAZ1*-overexpression plants and WT ZH11 under drought stress treatment. Quantitative real-time PCR confirmed the expression profiles of some of the differentially expressed genes, including *OsNCED4, OsLEA3, RAB21, OsbHLH006, OsbHLH148, OsDREB1A, OsDREB1B, SNAC1*, and *OsCCD1*. These results together suggest that OsJAZ1 plays a role in regulating the drought resistance of rice partially via the ABA and JA pathways.

## Introduction

Due to their sessile nature, plants have to face variable environmental stresses including drought, high salinity, cold, and heat during their growth and development. Plants respond and adapt to the adverse cues throughout their life cycle by coordinating an array of biochemical and physiological changes. Phytohormones, such as abscisic acid (ABA) and jasmonates (fatty acid-derived oxylipins, JAs), play important roles in promoting plant defense against abiotic stresses (Verma et al., 2016).

To date, key components of JA perception and signaling have been extensively studied in numerous plant species, particularly in *Arabidopsis*, tomato (*Solanum lycopersicum*), and rice (*Oryza sativa*) (Cheong and Choi, 2003; Goossens et al., 2016; Wasternack and Song, 2017). According to the updated model of JA perception and the regulation of JA-responsive genes (Xu, 2002; Chini et al., 2007; Sheard et al., 2010; Zhu et al., 2011), the COI1-JAZ complex acts as JA co-receptor and transcriptional repressor in JA signaling. Under normal or JA-absent conditions, JAZ proteins bind to transcription factors (TFs) and inhibit their activities by recruiting the TOPLESS (TPL) co-repressor or by directly recruiting histone-modifying proteins such as HDA6. These TFs can bind to the G-box of JA- and JA-Ile-responsive genes. Under any stress conditions or developmental processes in which the levels of endogenous JA-Ile (bioactive jasmonyl-isoleucine) are increased, the binding of JA-Ile to the COI1-JAZ co-receptor will lead to the degradation of JAZs via the 26S proteasome, and the JA signaling responses and downstream genes are activated.

JASMONATE ZIM-domain (JAZ) proteins, belonging to the group II of the TIFY family, have been identified as important regulators of JA signaling in numerous plants, including *Arabidopsis thaliana, Solanum lycopersicum*, and rice, etc. There are 20 and 18 members of the TIFY family in rice and *Arabidopsis*, respectively (Vanholme et al., 2007; Ye et al., 2009). In previous studies, overexpression of *JAZ1* lacking the Jas domain in *Arabidopsis* showed an obvious JA-hyposensitive phenotype, and a similar phenotype was observed in a *JAI3/JAZ* mutant (Chini et al., 2007; Thines et al., 2007). Furthermore, JAZ proteins have been well characterized for their interaction with bHLH TFs to repress the transcriptional activities of bHLH, which are the core transcriptional activators of JA signaling mediated gene expression. For example, MYC2, MYC3, and MYC4, which are core bHLH factors in the regulation of JA signaling in rice and *Arabidopsis*, have been reported to interact with almost all the JAZ proteins (Cheng et al., 2011; Fernandez-Calvo et al., 2011; Sasaki-Sekimoto et al., 2014). JAZ proteins are also found to interact with the F-box protein COI1, leading to the degradation of the JAZ proteins (Song et al., 2011). The *coi1* mutants in *Arabidopsis* were defective in the JA response. In addition, expression of the JA-induced genes *AtVSP, Thi2.0*, and *PDF1.2*, which encode defense-related proteins, were suppressed in the *coi1* mutant (Penninckx et al., 1998; Xu et al., 2001), indicating that *COI1* is a core player in the JA signaling pathway. JAZ proteins have been reported to be involved in the regulation of trichome formation, anthocyanin synthesis, and male fertility by interacting with various TFs and affecting their transcriptional function (Kirik et al., 2005; Gonzalez et al., 2008; Qi et al., 2011; Song et al., 2011). JAZ proteins directly interacted with a wide array of TFs (such as GL3, EGL3, TT8, and the MYB factor MYB75), repressed their transcriptional function, and then suppressed JA-induced anthocyanin biosynthesis and trichome initiation (Kirik et al., 2005; Gonzalez et al., 2008; Qi et al., 2011). In addition, JAZ proteins (JAZ1, JAZ8, and JAZ11) in *Arabidopsis* were reported to interact with two R2R3-MYB TFs MYB21 and MYB24, which inhibited the expression of downstream genes essential for JA-mediated stamen development (Song et al., 2011). JAZ proteins also have been reported to be involved in the regulation of abiotic stresses including cold, salinity, drought, wounding, and ozone (Savchenko et al., 2014; Wu et al., 2015). Hu et al. (2013) suggested that JAZ proteins (JAZ1 and JAZ4) physically interact with ICE1, resulting in a blockage in the ICE-CBF pathway in *Arabidopsis*. JAZ9, a transcriptional regulator in JA signaling, is known to modulate salt tolerance in rice (Wu et al., 2015).

Abscisic acid also plays an important role in regulating various stress responses and the expression of stress responsive genes (Stone et al., 2006; Nilson and Assmann, 2007; Sirichandra et al., 2009). A number of studies have shown that JA signaling can interact with ABA signaling (Lackman et al., 2011; Chen et al., 2012; Aleman et al., 2016). *MED25* plays a positive role in JA signaling via *OsMYC2*, while it negatively regulates the protein abundance of ABI5, which plays a core role in ABA signaling (Chen et al., 2012). In addition, *HDA6*, an RPD3-type histone deacetylase, was found to be involved in the JA and ABA response (Wu et al., 2008; Chen and Wu, 2010). PYL4, an ABA receptor, is involved in the crosstalk between JA and the ABA pathway to regulate plant metabolism and growth (Lackman et al., 2011). The ABA-dependent signaling pathway is partially controlled by MYC/MYB TFs, which are target proteins of JAZ proteins. It has been demonstrated that ATMYC2 (JIN1) in *Arabidopsis*, an important player in JA signaling, can function as a positive activator in the expression of ABA and the drought inducible gene *RD22* (Abe et al., 2003). Recently, several publications have demonstrated that JAs are involved in the regulation of numerous stress-responsive genes which are also regulated by ABA. The expression levels of *SNAC1* and *OsbHLH148*, involved in the regulation of drought-responsive genes, were both increased by MeJA and ABA treatments (Takasaki et al., 2010; Seo et al., 2011). The crosstalk between JA and ABA signaling was also observed in guard cells. CPK6, an *Arabidopsis* calcium dependent protein kinase, was involved in both ABA and JA signaling in guard cells (Munemasa et al., 2011). Moreover, de Ollas et al. (2015) suggested that the ABA concentration was increased fourfold to sevenfold in an exogenous JA treatment, while a JA deficiency mutant *jarl* showed reduced ABA accumulation.

Although previous studies clearly suggest that JA is involved in drought responses, direct evidence for JAZ proteins in regulating drought resistance is lacking. In this study, we aimed to investigate whether and how a stress-responsive JAZ gene, *OsJAZ1*, regulates drought resistance in rice. The *OsJAZ1-*overexpression (*OsJAZ1-*OE) plants showed increased sensitivity to drought stress, while the *jaz1* mutant plants were more hyposensitive to drought stress compared to the wild-type (WT) plants. Moreover, the *jaz1* mutant plants were more hypersensitive to MeJA and ABA, indicating that JAZ1 may play a negative role in modulating JA and ABA signaling. Consistent with this, many genes in the JA and ABA signaling pathways were affected by *OsJAZ1* overexpression under drought stress conditions. Our results suggest that OsJAZ1 plays a negative role in drought resistance, partially through regulation of the JA and ABA pathways.

## Materials and Methods

### Plant Materials and Growth Conditions

The *OsJAZ1* mutant line 4A-00845 in the background of the rice variety Dongjin (*Oryza sativa* L. ssp. *japonica*) was obtained from the POSTECH RISD^1^. Homozygous mutant lines (mut-1 and mut-2) were segregated from the heterozygous mutant 4A-00845. Genotyping was performed using the *OsJAZ1* genomic primers and the T-DNA left-border primer (Supplementary Table 1). The full coding sequence of *OsJAZ1* (LOC_Os04g55920.1) was amplified from the total cDNA of rice leaves. The amplified fragment of *OsJAZ1* was cloned into pCAMBIA1301H, which was driven by the *OsLEA3* promoter (Xiao et al., 2007). The plasmid was then introduced into the *japonica* rice cultivar Zhonghua11 (ZH11) via *Agrobacterium*-mediated transformation (Hiei and Komari, 2008). The rice plants used for drought resistance testing were grown in pots or paddy field under the natural conditions at Wuhan (114.36°E, 30.48°N), China. The seedlings for phytohormone treatments were grown in a phytotron (PPFD 75 μmol/m^2^.s) with a 14 h light/10 h dark cycle for 7 days with a temperature at 28°C and 25°C, for the light and dark conditions, respectively.

### Drought Resistance Testing

To investigate the drought stress resistance of *OsJAZ1*-OE plants and *jaz1* mutant plants at the seedling stage, WT and transgenic seeds were germinated on 1/2 strength MS medium for 3 days in the dark and 4 days in a greenhouse. WT and transgenic lines were transplanted into barrels (30 cm in diameter and 25 cm in height) filled with a mixture of sand and soil (1:1). Each barrel was planted with about 10 transgenic seedlings and 10 WT seedlings in a half-and-half manner. Seedlings at the four-leaf stage were subjected to drought stress treatment for 4 days with the water content of the soil maintained at 5–10%. After recovery by watering for 7 days, the plants were photographed and the survival rates were recorded. Each of the OE or mutant lines were tested with three biological repeats for drought resistance. Drought stress treatment was also performed in the barrels at the reproductive stage. In this testing, each barrel was planted with a single plant. A rice automatic phenotyping (RAP) platform (Yang et al., 2014) was used to extract phenotypic traits of the plants in the barrels. At the booting stage, the WT and transgenic plants were subjected to drought stress treatment for 7 days with the soil moisture content maintained at 15%. All the materials in this had three repeats under both normal growth and drought stress conditions. To reflect the morphological changes of plants in response to drought stress treatment, we adopted an image index called PAR, which was defined as the plant perimeter divided by the projected plant area. Since rice leaves exhibit rolling under moderate and severe drought stress conditions, the projected area will decrease, but the plant perimeter will not change too much. Therefore, the change in PAR will largely reflect the degree of leaf rolling and plant architecture. Drought stress treatment at the reproductive stage was performed in a refined paddy field facilitated with a movable rain-off shelter. Each material was planted in a plot of 10 plants with three repeats. The transgenic plants and WT plants at the booting stage were subjected to drought stress treatment for about 3 weeks with the soil moisture content maintained at 15% for the final 5 days. Then the field was fully irrigated for recovery. The relative water content (RWC) in plant leaves were determined as follows: RWC % = 100% × (fresh weight – dry weight)/(turgid weight – dry weight). The dry weight was determined by placing the samples at 80°C for 24 h. Turgid weight was obtained after placing the samples in ddH_2_O at room temperature for 3 h.

### Phytohormone Treatment

To test the phytohormones (ABA and JA) sensitivity of the *OsJAZ1*-OE transgenic plants and T-DNA mutant plants at the seedling stage, WT plants and transgenic lines were germinated on 1/2 strength MS medium for 3 days in the dark. After germination, seedlings with similar shoot length and root length were transplanted to transparent plastic plates (13 cm × 13 cm, seven plants half by half, at least three repeats) with 1/2 strength MS medium containing phytohormones (3 μM for ABA, 10 μM for MeJA) or water as a control. Finally, the phenotypes were recorded and shoot length and root length of these seedling were measured. To check the expression level of *OsJAZ1* under phytohormone treatments, the seedlings at four-leaf stage were sprayed with ABA (100 μmol/L), MeJA (100 μmol/L), and SA (100 μmol/L), respectively, each with three replicates. Then seedling leaves were sampled in a designed time course indicated in **Figure 1**. The concentration for testing MeJA and ABA sensitivity of OsJAZ1-OE and T-DNA mutant plants were selected by referring to Cai et al. (2014) and Tang et al. (2016).

**FIGURE 1:**
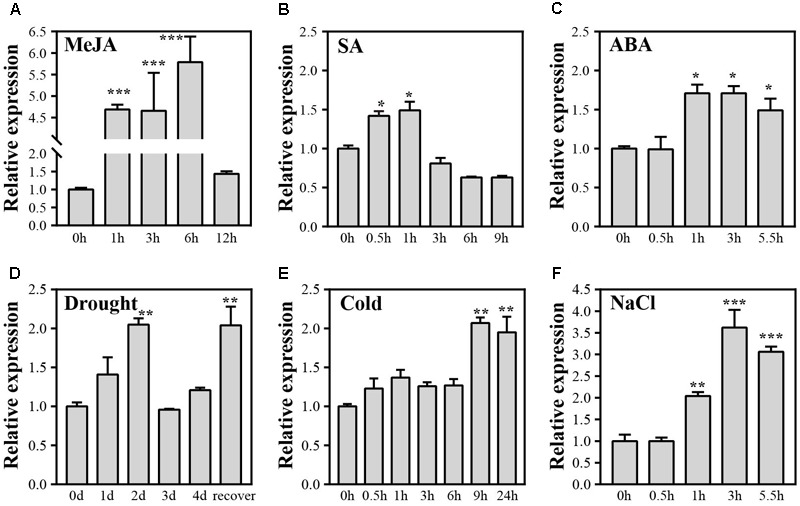
Expression levels of *OsJAZ1* under various abiotic stresses and phytohormone treatments. **(A–F)** Seedlings at the four-leaf stage were subjected to treatment with drought stress, NaCl (200 mmol/L), cold (4°C), ABA (100 μmol/L), MeJA (100 μmol/L), and SA (100 μmol/L), respectively. Error bars represent the SE of three replicates. Significance was determined by Student’s *t*-test (^∗∗∗^*P* < 0.001, ^∗∗^*P* < 0.01, ^∗^*P* < 0.05).

### Subcellular Localization

For investigating the subcellular localization of the OsJAZ1 protein, the coding region of *OsJAZ1* was cloned into the PM999-35 vector with C-terminal YFP tag by a one-step *in vitro* recombination method (Gibson et al., 2009). The resulting construct (35S: JAZ1-YFP) and the nuclear marker 35S: CFP-GHD7 (Xue et al., 2008) were used for transient transformation of protoplasts. The protocol for isolation and transformation of rice protoplasts was described previously (Xie and Yang, 2013). The fluorescence signal was observed with a confocal laser-scanning microscope (FV1200) at 16–18 h after transformation. To confirm the nuclear signal of JAZ1, the protoplasts were treated with 100 μM MeJA for 3 h in the dark before collection for microscope observation.

### RNA Extraction and Quantification of Gene Expression

All the harvested leaf samples were frozen in liquid nitrogen, and RNA was extracted using TRIzol^®^ reagent (Ambion^TM^, Lot No.15596018) according to the manufacturer’s instructions. RNA was reverse transcribed using the EasyScript One-Step gDNA Removal and cDNA Synthesis Kit (TRANS) according to the manufacturer’s protocol. The quality of cDNA product was checked by amplifying *OsActin* (LOC_Os03g50885), which was used as an internal control and then the cDNA sample was 10-fold diluted with ddH_2_O for qRT-PCR. Real-time PCR was performed using a Quant Studio 6 Flex Real-time system with a SYBR Green Master Mix kit (Applied Biosystems^TM^). Three repeated reactions were routinely performed for each sample. The PCR reactions were performed as follows: 50°C for 2 min, 95°C for 2 min, followed by 40 cycles of 95°C for 1 s, 60°C for 30 s. All primers used in this study for qPCR are shown in Supplementary Table 1. The quantification of the relative expression level followed the reported 2^-ΔΔC_T_^ method (Livak and Schmittgen, 2001).

### RNA-Seq and Transcriptome Profiling Analysis

Total RNA was extracted from WT Zhonghua 11 (ZH11) and the *OsJAZ1-*OE plants at the four-leaf stage under normal and drought stress conditions with three biological replicates. The RNA samples were sequenced by Novogene (Tianjin, China) with Hiseq-PE150 and the raw data was analyzed using the customized RNA-seq data processing platform at the BMKCloud cloud server^2^. According to the results of Pearson’s correlation coefficient (Schulze et al., 2012), the third biological replicate of WT ZH11 and *OsJAZ1*-OE under drought stress was excluded from further analysis because of a low correlation coefficient. The expression levels of the genes were quantified by FPKM (fragments per kilobase of transcript per million fragments mapped) (Florea et al., 2013). The fold change of the expression level of the stressed sample over the corresponding non-stressed sample was calculated, and the genes with an absolute value of |log_2_(fold change)|≥ 1 and FDR < 0.05 were selected as differentially expressed genes (DEGs) (Anders and Huber, 2010). The Gene Ontology Consortium and Kyoto Encyclopedia of Genes and Genomes were referenced by GO enrichment analysis and the functional associated pathways, respectively, for the DEGs.

The RNA-Seq data were deposited in the Gene Expression Omnibus under accession number GSE107425.

### Statistical Analysis

The Student’s *t*-test was used for statistical analysis. Statistical significance was determined at *P* ^∗^< 0.05, *P* ^∗∗^< 0.01, and *P* ^∗∗∗^< 0.001.

## Results

### Expression Analysis of *OsJAZ1*

To investigate if *OsJAZ1* is involved in stress response, we applied quantitative real-time PCR (qPCR) to check the expression profiles of *OsJAZ1* under various phytohormone treatments and abiotic stresses at the four-leaf stage of rice. The results showed that *OsJAZ1* was strongly induced by MeJA (**Figure 1A**), suggesting that JAZ1 may be involved in JA signaling. *OsJAZ1* was slightly up-regulated by exogenous SA and ABA (**Figures 1B,C**). *OsJAZ1* was also induced by multiple abiotic stresses including drought, cold, and salinity (**Figures 1D–F**). Considering the biochemical function of JAZ proteins, these results suggest that OsJAZ1 may participate in the regulation of the responses to abiotic stresses and multiple phytohormones.

### *OsJAZ1* Negatively Regulates Drought Resistance at the Seedling Stage

To answer whether OsJAZ1 is involved in drought resistance regulation, we requested and obtained a heterozygous mutant 4A-00845 (Dongjin rice background) from the POSTECH RISD^3^. As shown in **Figure 2A**, the T-DNA was inserted in the promoter of *OsJAZ1*, and homozygous mutant plants (mut-1 and mut-2) were identified by PCR analysis using the primers Z1-mutF, Z1-mutR, and PGAR (Supplementary Table 1). The expression level of *OsJAZ1* in the mutant was dramatically repressed (**Figure 2B**). The primers JAZ1rtF and JAZ1rtR (Supplementary Table 1) were used for *OsJAZ1* expression analysis. For testing drought resistance at the seedling stage, the jaz1 mutant plants and the WT Dongjin plants of 3–4 cm length were transplanted to a blue barrel which was filled with a mixture of sand and soil (1:1). The mutant lines and WT seedlings were subjected to drought stress at the four-leaf stage. The water content of the soil was maintained at 5–10% for 3–4 days, and then watered for recovery. All the *jaz1* mutant lines (mut-1 and mut-2) showed increased tolerance to drought stress treatment (**Figure 2D**). After recovery for 7 days, about 80% of the *jaz1* mutant plants survived, while only 10–20% of the WT plants survived (**Figure 2F**). This result suggested that JAZ1 may have a negative role in drought resistance.

**FIGURE 2:**
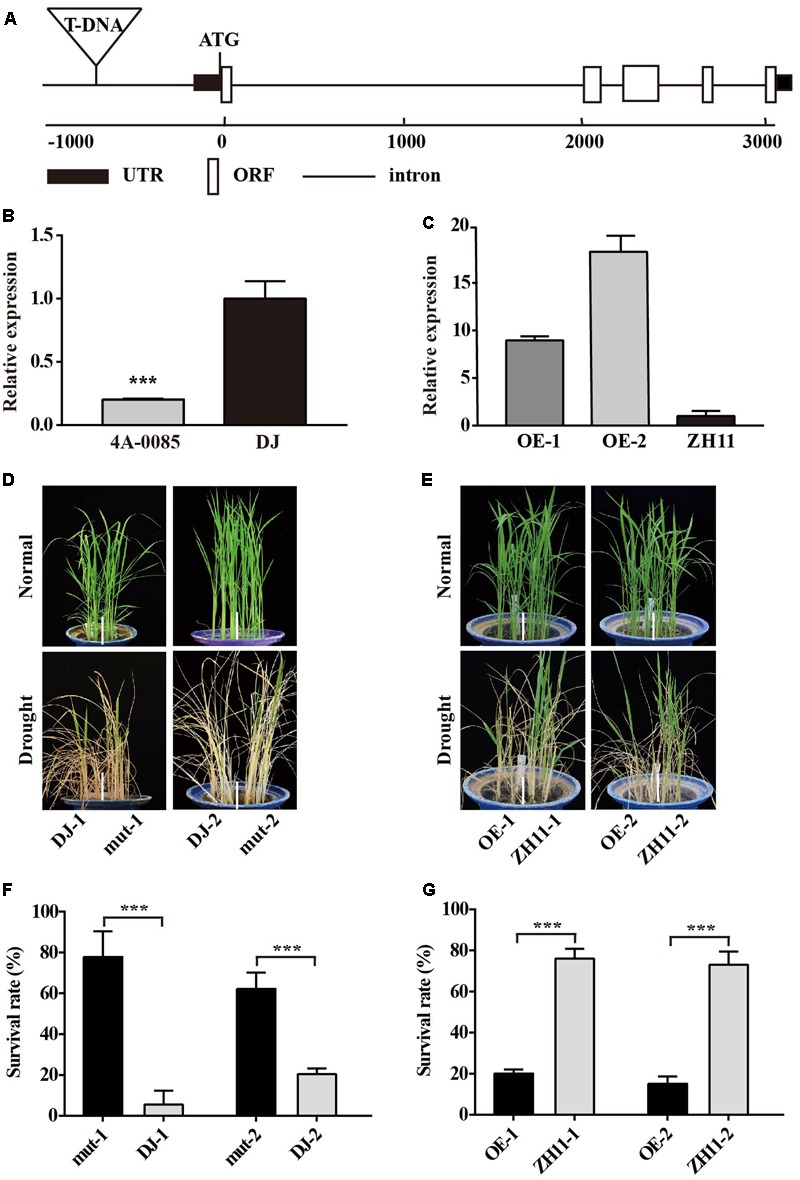
Phenotypes of the *OsJAZ1*-OE plants and the *jaz1* T-DNA insertion mutant plants under drought stress treatment at the seedling stage. **(A)** Schematic diagram of the *OsJAZ1* gene and 4A-00845 T-DNA insertion mutant. UTR, ORF, and introns are indicated in the black box, white box, and line, respectively. **(B)** Expression levels of *OsJAZ1* in the 4A-00845 homozygous line and Dongjin. **(C)** The expression levels of *OsJAZ1* in the OE lines and WT ZH11. **(D,E)** Drought tolerance testing of *jaz1* T-DNA mutant plants and over-expression plants. **(D)** The *jaz1* mutant lines showed increased drought resistance. **(E)** The *OsJAZ1*-OE plants were more sensitive to drought stress treatment compared to WT ZH11. **(F,G)** The survival rates of the transgenic and WT plants after recovery from drought stress treatment for 7 days. Mut-1 and mut-2 were heterozygous mutants segregated from 4A-00845. Error bars represent the SE of three replicates (^∗∗∗^*P* < 0.005, Student’s *t*-test).

To further confirm the negative role of JAZ1 in drought resistance, we constructed an overexpression vector of *OsJAZ1* which was driven by the drought-inducible *OsLEA3-1* promoter (Xiao et al., 2007). We selected two independent *OsJAZ1*-OE transgenic lines (ZH11 background) with the expression levels of *OsJAZ1* in the transgenic plants confirmed by quantitative real-time PCR (**Figure 2C**). The *OsJAZ1*-OE plants and WT ZH11 were treated with drought stress at the four-leaf stage. During the drought stress treatment, the *OsJAZ1*-OE lines were more sensitive to the stress compared to the WT ZH11 (**Figure 2E**). After recovery, the survival rate of the *OsJAZ1*-OE lines (20%) was significantly lower than that of ZH11 (80%) (**Figure 2G**). These results together further supported that JAZ1 may act as a negative regulator in drought resistance.

### *OsJAZ1* Negatively Affects Drought Resistance at the Reproductive Stage

Our results described above indicated that OsJAZ1 has a negative effect on drought resistance at the seedling stage. Therefore, we wondered whether JAZ1 affects drought resistance at the reproductive stage. We conducted a drought resistance phenotyping of the *OsJAZ1*-OE lines and T-DNA mutant lines along with their WT controls (ZH11 and Dongjin) at the panicle development reproductive stage by using the high-throughput rice phenotyping facility (HRPF) (Yang et al., 2014). The dynamic changes of the plants to drought stress treatment were recorded by RGB digital cameras (**Figures 3A,D**) installed in the facility. As shown in **Figure 3B**, an image index named PAR (plant perimeter divided by projected area), which mainly reflects the degree of leaf-rolling (see description in Materials and Methods), was significantly greater in the *OsJAZ1*-OE plants than the WT ZH11 under drought stress conditions. This result indicated that the OE plants were more sensitive to drought stress treatment. The RWC is a commonly used indicator for the evaluation of the degree of cell and tissue hydration. As shown in **Figure 3C**, the RWC values of the *OsJAZ1*-OE plants (OE-1 and OE-2) were significantly lower (59.36% and 65.21%) than the WT ZH11 (82.15%) under drought stress conditions. This result further supported the negative effect of *OsJAZ1* in drought resistance. For the *jaz1* mutant lines, the PAR was significantly lower compared to the WT Dongjin under drought stress conditions, while the RWC values of the *jaz1* mutant lines (mut-1 and mut-2) were significantly greater (83.38% and 79.44%) than the WT (61.88%) under drought stress conditions (**Figures 3E,F**). At the same time, we performed drought testing in a paddy field facilitated with a movable rain-off shelter. We found that the green leaves of the *OsJAZ1*-OE plants were significantly fewer than that of ZH11 after severe drought stress treatment. However, we did not observe a significant difference in the drought sensitivity phenotype between the *jaz1* mutant and the WT in the field at the reproductive stage (Supplementary Figure 1). However, there were no differences in yield-related traits between the transgenic and WT plants under drought stress conditions, which may be mainly due to the fact that OsJAZ1/EG2 has been reported with a role in the regulation of spikelet development (Cai et al., 2014), and so the ectopic expression or mutation of this gene may lead to abnormal fertility.

**FIGURE 3:**
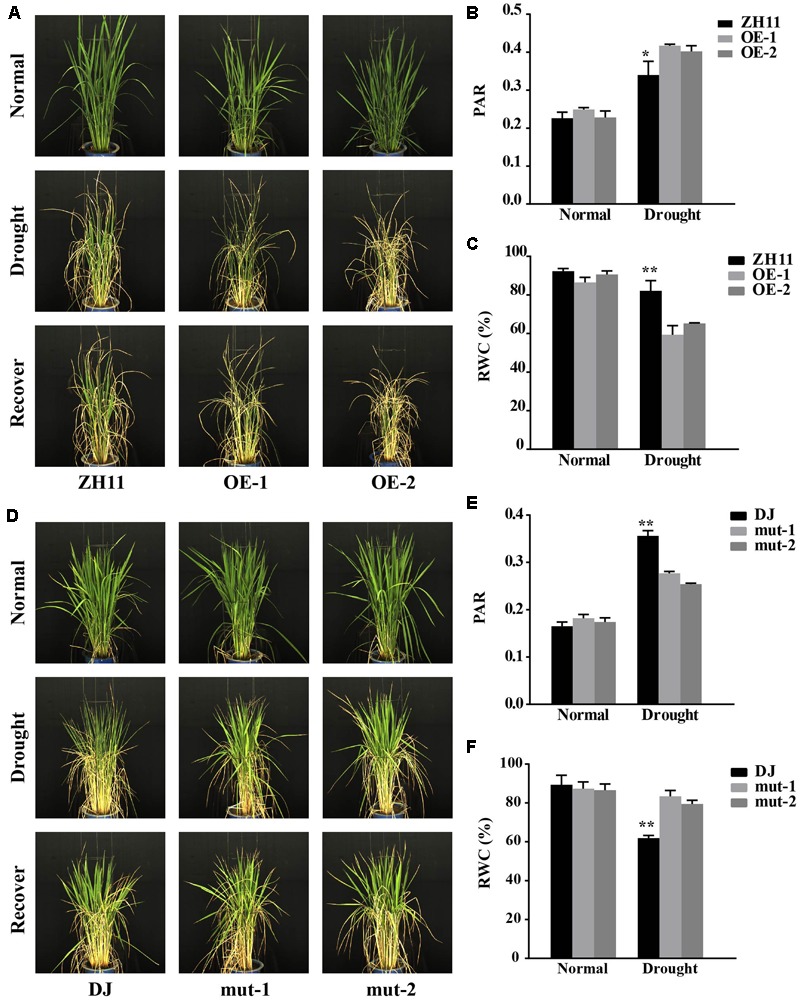
Drought resistance testing of the *OsJAZ1*-OE and mutant lines at the reproductive stage. **(A)** The *OsJAZ1*-OE lines and the WT plants grown in barrels at the booting stage were subjected to drought stress treatment for 7 days with the soil moisture content maintained at 15%. The degree of leaf rolling is indicated by the PAR **(B)** and the relative water content (RWC) **(C)** of the *OsJAZ1*-OE lines under normal and drought stress conditions. PAR = plant perimeter/plant projected area. **(D)** The *jaz1* mutant lines showed increased drought resistance. PAR **(E)** and RWC **(F)** of the *jaz1* mutant lines and Dongjin under normal and drought stress conditions. Error bars represent the SE of three replicates (^∗∗^*P* < 0.01, ^∗^*P* < 0.05, Student’s *t*-test).

### Sensitivity of *OsJAZ1*-Overexpression and Mutant Plants to ABA and MeJA Treatment

To investigate the possible roles of OsJAZ1 in ABA and JA signaling, the *OsJAZ1*-OE plants were treated with 10 μM MeJA and 3 μM ABA. As shown in **Figure 4A**, the *OsJAZ1-*OE lines exhibited hyposensitivity to MeJA and ABA. This result was consistent with a previous study that showed *Arabidopsis* JAZ9-OE plants were insensitive to MeJA (Yang et al., 2012). Moreover, the shoot and root length of the *OsJAZ1*-OE lines were significantly longer than that of WT ZH11 under MeJA and ABA treatments (**Figures 4C,D**), but there was no significant difference under normal conditions. Therefore, we proposed that JAZ1 might repress ABA and JA signaling. To further confirm this, the *jaz1* mutant seeds were germinated for MeJA and ABA sensitivity analysis. We found that the germination of *jaz1* mutant seeds were more sensitive to MeJA and ABA compared to the WT Dongjin (**Figure 4B**). In addition, the shoot and root length of the *jaz1* mutant lines were much shorter than that of the WT Dongjin under the MeJA and ABA treatments (**Figures 4E,F**). Nevertheless, there was no significant difference in these phenotypes under normal germination conditions. Taken together, our results suggest that JAZ1 may negatively modulate ABA and JA signaling.

**FIGURE 4:**
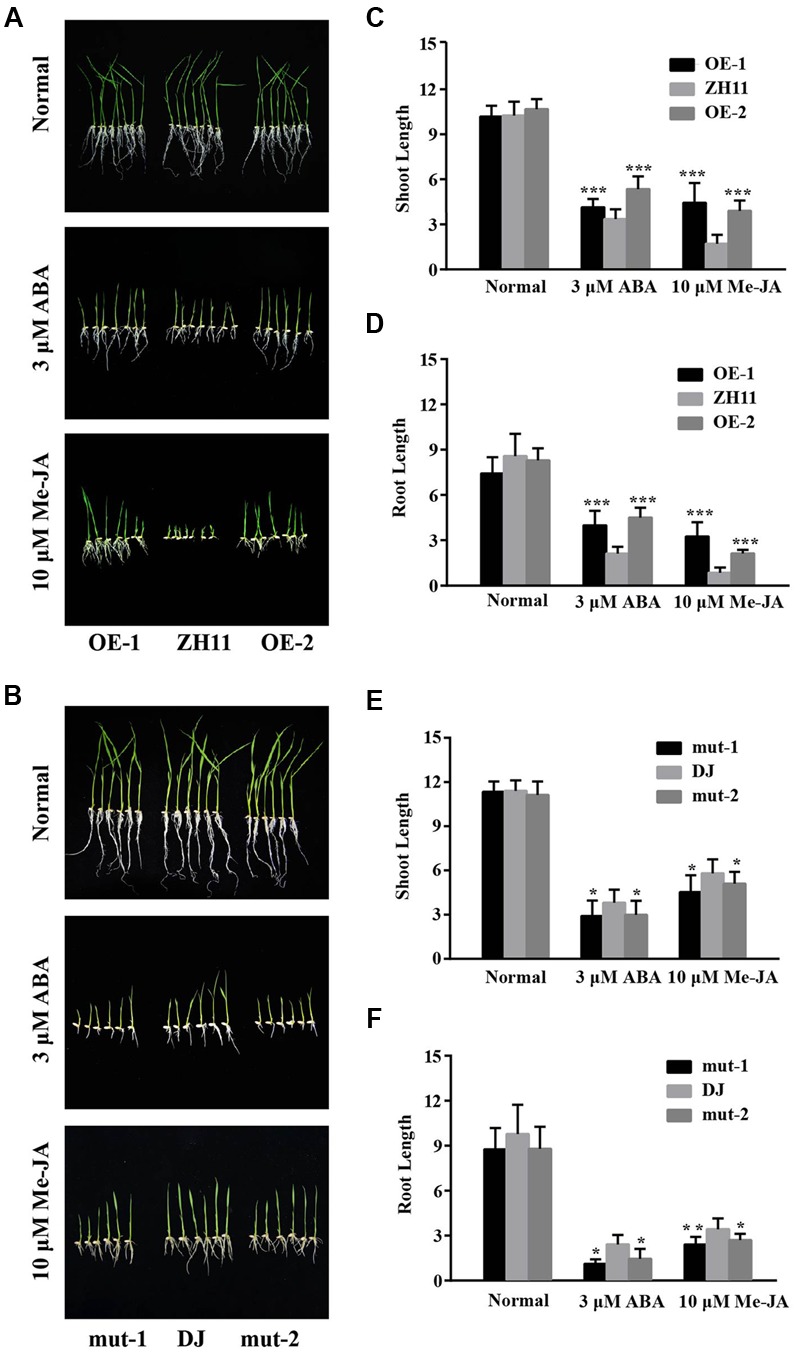
ABA and MeJA sensitivity assay of the *OsJAZ1*-OE and T-DNA mutant plants. **(A,B)** The OE lines and the mutant lines were treated with 3 μM ABA and 10 μM MeJA, under normal conditions (no addition of ABA or MeJA) as a control. **(C–F)** Shoot and root length of the seedlings were measured to estimate the sensitivity of the WT and transgenic plants. Error bars represent the SE of three replicates (^∗∗∗^*P* < 0.005, ^∗∗^*P* < 0.01, ^∗^*P* < 0.05, Student’s *t*-test).

### Subcellular Localization of OsJAZ1

In previous studies, JAZ proteins, such as JAZ9 and JAZ10, were reported to locate in nucleus (Chung and Howe, 2009; Ye et al., 2009; Withers et al., 2012). Therefore, we wondered whether OsJAZ1 is also a nuclear protein. To investigate the subcellular localization of the OsJAZ1, the coding region of *OsJAZ1* was cloned into PM999-35 vector with C-terminal YFP tag. The tag-fused construct (35S: JAZ1-YFP) and the nuclear marker 35S: CFP-GHD7 (Xue et al., 2008) were used for transient transformation of protoplast in rice (Xie and Yang, 2013). To our surprise, OsJAZ1-YFP was found to be localized in cytoplasm (**Figure 5A**), and the YFP signal of OsJAZ1 was completely separated from the nuclear signal. In addition, YFP alone was observed in both nucleus and cytoplasm in a diffuse manner (**Figure 5C**). As we know, MYC2, a bHLH TFs, interacts with JAZ1 in nucleus (Cai et al., 2014). To further examine whether OsJAZ1 is also localized in nucleus in presence JA signaling, the protoplasts contained the construct 35S: OsJAZ1-YFP were treated with 100 μM MeJA for 3 h. As shown in **Figure 5B**, OsJAZ1-YFP was obviously observed in the nucleus and was co-localized with Ghd7 which has been reported as nuclear protein in rice. These results indicate that OsJAZ1 can function as a nuclear protein in the presence JA signaling.

**FIGURE 5:**
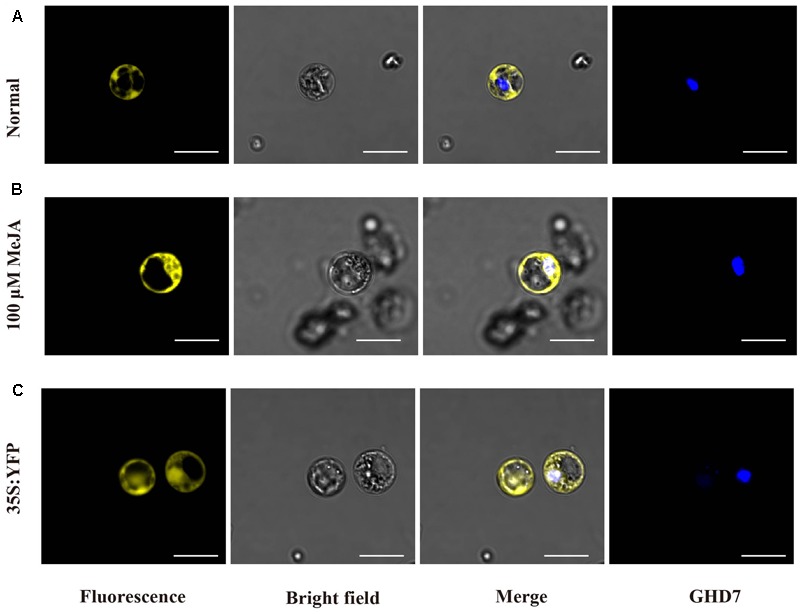
OsJAZ1 subcellular localization. **(A,B)** Confocal microscopy of OsJAZ1-YFP localization in rice protoplasts under normal conditions and 100 μM MeJA treatment, respectively. **(C)** 35S: YFP (PM999-YFP) was transformed into rice protoplasts as a control. GHD7 was used as a nucleus marker. Bars = 20 μm.

### Transcriptome Analysis of the *OsJAZ1*-Overexpressed Plants

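OsJAZ1 (LOC_Os04g55920), the JAZ repressor overexpressed in the OsJAZ1-OE plants, was at 114 ± 3.60 FPKM (SD, n = 3) in ZH11 and at 1239.8 ± 40.5 FPKM (SD, n = 3) in OsJAZ1-OE under normal conditions. Under drought stress it was at 137 ± 15.1 FPKM (SD, n = 2) in ZH11 and at 1282 ± 149.6 FPKM (SD, n = 2) in OsJAZ1-OE. Every OsJAZ1-OE library lay above every ZH11 library. The gene was higher in OsJAZ1-OE by a log2 fold change of 3.46 (standard error 0.06, adjusted p = 9.4e-11 from edgeR's quasi-likelihood test) under normal conditions and of 3.15 (standard error 0.08, adjusted p = 1.7e-09 from the same test) under drought. In ZH11 drought raised OsJAZ1 by a log2 fold change of 0.26 (standard error 0.07, adjusted p = 0.0088 from edgeR's test). That call ended without ZH11 drought replicate 1 (0.19, adjusted p = 0.0795 from edgeR's test), the highest adjusted p over the alternatives, which went down to 2.7e-04. In OsJAZ1-OE, where the drought-inducible OsLEA3-1 promoter drives the transgene, the log2 fold change under drought was −0.06 (standard error 0.07, adjusted p = 0.51 from edgeR's test). Fragments of the transgene and of the endogenous gene were not separated. OsJAZ1 lies on chromosome 4 from 33306461 to 33310232, and positions here and elsewhere are those the authors' files give. The build behind them is not given in the sources used here.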

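The RNA came from shoots at the four-leaf stage, with 3 libraries each of ZH11 and OsJAZ1-OE under normal conditions and 2 libraries each under drought stress. The third drought replicate of each genotype, which the authors excluded for a low correlation, was not analysed here. The sample labels give a soil water content of 10.0 to 15.0% for the drought-stressed plants, and the paper's seedling drought test gives 5.0 to 10.0%. For each transcript the authors' files hold an estimated number of fragments and an FPKM value, and both were summed over the transcripts of each gene. The estimated fragments of a library appear to have been multiplied by 1 factor, since 89.9 to 90.8% of the gene sums of up to 1000 fragments were whole multiples of a step of 0.884 to 1.19 (to within 0.01 fragments). Their totals were 33022102 to 33699305 in ZH11 normal, 33910799 to 34027909 in ZH11 drought, 32396154 to 32949536 in OsJAZ1-OE normal and 32829450 to 32939213 in OsJAZ1-OE drought. Pearson correlations between replicates were 0.986 in ZH11 drought and 0.988 to 0.991 in the other groups. The sums were rounded and normalized by TMM, and 24850 genes with enough counts for edgeR's filter were tested in 1 model over the 10 libraries. A gene was called at an adjusted p under 0.05 and a log2 fold change of at least 1 in size. Gene lists fixed before the data were examined were counted at an adjusted p under 0.05 with no fold limit, and were compared with all other genes by camera at a preset correlation of 0.01.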

To investigate the transcriptomic changes that may explain the drought-hypersensitive phenotype of the *OsJAZ1*-OE plants, the whole genome expression profiles of *OsJAZ1*-OE and WT ZH11 plants under normal and drought stress conditions were analyzed by RNA-seq. Each sample was collected with three biological replicates. We set the threshold as FDR < 0.05 between sample replicates, and |log_2_(fold change)|≥ 1 relative to the respective control. As a result, 2,206 and 2,519 DEGs were detected in the *OsJAZ1* OE and WT ZH11 plants, respectively, under drought stress conditions compared to normal conditions (Supplementary Files 2, 3). 

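Genes of dehydration tolerance rose under drought in both genotypes. All 9 measured genes for late-embryogenesis abundant (LEA) proteins and dehydrins, which protect cells as they lose water, rose in ZH11 and in OsJAZ1-OE, with a median log2 fold change of 6.38 and 5.24. The LEA gene OsLEA3-2 (LOC_Os03g20680) went from 0.0439 ± 0.0418 FPKM (SD, n = 3) to 8.46 ± 4.92 (SD, n = 2) in ZH11 and from 0.067 ± 0.0735 to 6.90 ± 4.59 in OsJAZ1-OE. The dehydrin gene RAB16B (LOC_Os11g26780) rose by a log2 fold change of 6.38 in ZH11 (standard error 0.35, adjusted p = 2.6e-07 from edgeR's quasi-likelihood test) and of 5.22 in OsJAZ1-OE (standard error 0.33, adjusted p = 8.3e-07), and its RAB16 paralogs may share reads with it. Another dehydrin gene, LOC_Os02g44870, rose from 30.6 to 228 FPKM in ZH11 and from 32.7 to 209 in OsJAZ1-OE. Against all other genes the list was higher under drought in camera, with an adjusted p of 2.0e-07 in ZH11 and 1.5e-07 in OsJAZ1-OE. With an estimated correlation the adjusted p was 0.272 in ZH11 and 0.296 in OsJAZ1-OE. All 9 of these genes were lower in ZH11 drought replicate 1 than in replicate 2, with a median log2 ratio of −1.17, against 0.10 between the OsJAZ1-OE drought libraries. Among abundant genes that fell, LOC_Os05g49240, which has no name in the sources used here, went from 147 to 3.70 FPKM in ZH11 and from 146 to 4.66 in OsJAZ1-OE. Under drought 3570 genes were called in ZH11 and 2729 in OsJAZ1-OE. Both counts are above those the paper gives at the same thresholds, and the gap between the genotypes is wider here. The cause was not tested. With no fold limit, 11044 and 9694 genes passed an adjusted p under 0.05 in edgeR.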

As shown in **Figure 6A**, the heat map revealed the different expression patterns of the DEGs (Supplementary File 1) in the *OsJAZ1*-OE and ZH11 plants. There were 899 and 946 up-regulated DEGs, and 1,307 and 1,573 down-regulated DEGs in the *OsJAZ1*-OE and WT ZH11 plants, respectively. 

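Genes of chlorophyll breakdown and protease inhibition rose under drought, more genes of photosynthesis fell than rose, and most genes of defence diterpenoids fell. All 7 genes of leaf senescence rose in both genotypes, with a median log2 fold change of 1.32 in ZH11 and 1.16 in OsJAZ1-OE. NOL (LOC_Os03g45194), a chlorophyll b reductase, rose from 23.3 to 69.0 FPKM in ZH11 and from 20.9 to 46.9 in OsJAZ1-OE, and SGR (LOC_Os09g36200), which removes magnesium from chlorophyll, had log2 fold changes of 1.16 and 1.12. Of 7 measured Bowman-Birk trypsin inhibitors, which respond to wounding and JA, 5 rose and 2 did not pass in either genotype. The inhibitor gene LOC_Os01g03390 rose by a log2 fold change of 2.91 in ZH11 (standard error 0.17, adjusted p = 3.4e-07 from edgeR's quasi-likelihood test) and of 3.00 in OsJAZ1-OE (standard error 0.16, adjusted p = 2.7e-07). All 7 inhibitors were lower in ZH11 drought replicate 1 than in replicate 2, with a median log2 ratio of −0.63, and the ratio was 0.03 in OsJAZ1-OE. Of 27 measured photosynthesis genes, 15 fell and 4 rose in ZH11, and 13 fell and 3 rose in OsJAZ1-OE (13 and 4 adjusted over the list alone). A Rubisco small subunit gene (LOC_Os12g17600) went down by a log2 fold change of −1.55 in ZH11 and −1.49 in OsJAZ1-OE, while PsaH (LOC_Os05g48630), a subunit of photosystem I, went up by 0.24 and 0.26. Of 9 genes for momilactones and phytocassanes, diterpenoids made against fungi, 7 fell in each genotype (8 adjusted over the list alone). Among them, the diterpene cyclase gene OsCPS4 (LOC_Os04g09900) had log2 fold changes of −2.13 and −1.65. In camera the adjusted p values in ZH11 and OsJAZ1-OE were 1.8e-05 and 1.7e-05 for senescence, 0.0019 and 0.0025 for the inhibitors, 0.0033 and 0.020 for photosynthesis, and 8.5e-04 and 8.0e-04 for the diterpenoids. With an estimated correlation the adjusted p lay between 0.272 and 0.641 for these lists, and without OsJAZ1-OE normal replicate 1 camera's call for photosynthesis in OsJAZ1-OE ended (adjusted p = 0.0618, the highest over the alternatives). Over all genes, 1325 were called up and 2245 down in ZH11, and 1084 up and 1645 down in OsJAZ1-OE.

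**Figure D1:**
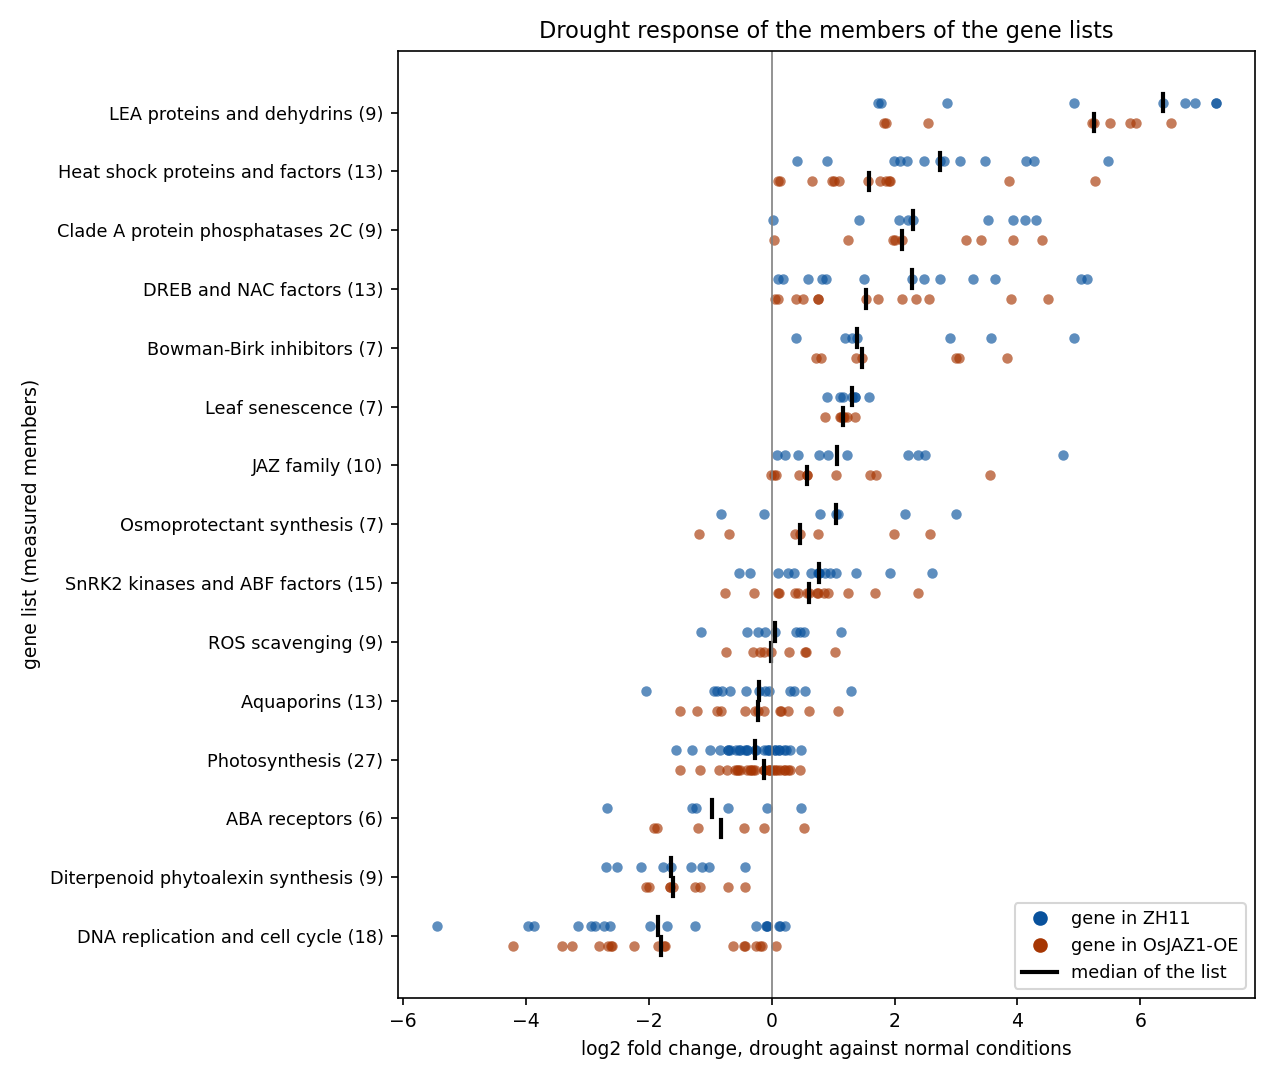
Log2 fold change under drought (horizontal axis) of each measured gene of 15 gene lists, in ZH11 (blue dots) and OsJAZ1-OE (brown dots). Black bars mark the median of each list, such as 6.38 in ZH11 and 5.24 in OsJAZ1-OE for LEA proteins and dehydrins.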

Gene ontology (GO) enrichment analysis was conducted to identify the major functional gene groups of the DEGs. We found that most GO enrichments of the DEGs belonged to the ‘biological function’ super-group, both in the *OsJAZ1*-OE and WT ZH11 plants (Supplementary Files 2, 3). 

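Most genes called under drought were called in both genotypes, and most of the others changed with the same sign in both. LOC_Os01g52110, annotated as a RING finger and CHY zinc finger protein, rose from 85.8 ± 2.35 FPKM (SD, n = 3) to 219 ± 3.66 (SD, n = 2) in ZH11 and from 80.3 ± 2.67 to 138 ± 6.38 in OsJAZ1-OE. Its log2 fold changes of 1.39 in ZH11 and 0.82 in OsJAZ1-OE both passed edgeR's test, but the second lay under the fold limit. The same held for LOC_Os09g26880, an aldehyde dehydrogenase, at 1.38 and 0.93. LOC_Os04g49210, annotated as a naringenin dioxygenase of flavonoid synthesis, fell in both genotypes, with −0.68 in ZH11 and −2.34 in OsJAZ1-OE, and was called in OsJAZ1-OE. In total 901 genes were called up and 1403 called down in both genotypes, where 57.8 and 149 would be shared by independent sets of the same sizes. A further 424 up and 842 down, 1266 in all, were called in ZH11 but not the same way in OsJAZ1-OE. Of these, 1222 had the same sign in OsJAZ1-OE and 598 of them passed an adjusted p under 0.05 there in edgeR. In OsJAZ1-OE 183 up and 242 down, 425 in all, were called but not the same way in ZH11, of which 398 had the same sign in ZH11 and 137 passed an adjusted p under 0.05 there. With a stricter filter on low counts these sets held 835 and 188 genes, and without ZH11 drought replicate 1 or 2 the second held 702 or 708.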

As shown in **Figure 6B**, there were 484 (Group II) and 797 (Group I) DEGs (Supplementary Files 4, 5) specifically in *OsJAZ1*-OE and WT ZH11, respectively, and the expression levels of most genes (1,722) were changed both in *OsJAZ1*-OE and WT ZH11. Among the *OsJAZ1*-OE or WT ZH11-specific DEGs, 197 and 244 DEGs were up-regulated, and 287 and 553 DEGs were down-regulated in the *OsJAZ1*-OE and WT ZH11 plants, respectively. It is noticeable that the number of up-regulated and down-regulated DEGs in the *OsJAZ1*-OE plants were much less than that in the WT ZH11, indicating that JAZ1 may repress some of the expression levels of drought-responsive genes.

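EdgeR called no single gene for the difference between the drought responses, and a smaller median response in OsJAZ1-OE did not pass its test. LOC_Os04g28420, a peptidyl-prolyl isomerase gene, rose in ZH11 from 25.9 ± 6.03 FPKM (SD, n = 3) to 77.4 ± 8.61 (SD, n = 2), and was at 26.2 ± 9.62 and 24.8 ± 0.212 FPKM in OsJAZ1-OE. The log2 fold changes differed by −1.71 (standard error 0.35, adjusted p = 0.22 from edgeR's quasi-likelihood test). LOC_Os05g33900, annotated as the auxin-induced protein 5NG4, fell by a log2 fold change of −1.75 in ZH11 and −0.69 in OsJAZ1-OE (adjusted p = 0.13 for the difference from edgeR's test), and the MYB factor gene LOC_Os01g74020 by −1.33 and −0.81 (adjusted p = 0.14 for the difference). Over 3450 genes chosen by their average response, the response in OsJAZ1-OE minus that in ZH11 had a median of −0.25 in log2, signed so that a smaller response is below 0 (quartiles −0.59 and 0.04). It was below 0 for 2503 of these genes, and fry, limma's rotation test over a gene set, gave a p of 0.0772. Without OsJAZ1-OE drought replicate 2 the median was −0.10 and fry's p 0.42, the highest over the alternatives, and fry's p was under 0.05 with a stricter filter (0.0468), without ZH11 drought replicate 1 (0.0388) and without OsJAZ1-OE drought replicate 1 (0.0480). For single genes edgeR called 0 differences among 24850 genes, with 2098 at an unadjusted p under 0.05, while DESeq2 called 106 and limma-trend 4. In edgeR 45 were called with no filter, 123 without ZH11 drought replicate 2, 2 without ZH11 drought replicate 1 and 3 without OsJAZ1-OE normal replicate 1. The 797 genes of Group I and the 484 of Group II were chosen by the study on these samples, so their directions and sizes are not independent evidence. A larger median in ZH11 for Group I, and in OsJAZ1-OE for Group II, follows from how they were chosen. Of Group I, 790 changed with the same sign in both genotypes and 624 passed an adjusted p under 0.05 in OsJAZ1-OE in edgeR, with a median absolute log2 fold change of 1.22 in ZH11 and 0.83 in OsJAZ1-OE. Of Group II, 479 had the same sign in both and 396 passed in ZH11, with medians of 1.18 and 1.43. From the smaller number of called genes in the OsJAZ1-OE plants, the paper proposes that OsJAZ1 may repress part of the drought-responsive genes.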

**FIGURE 6:**
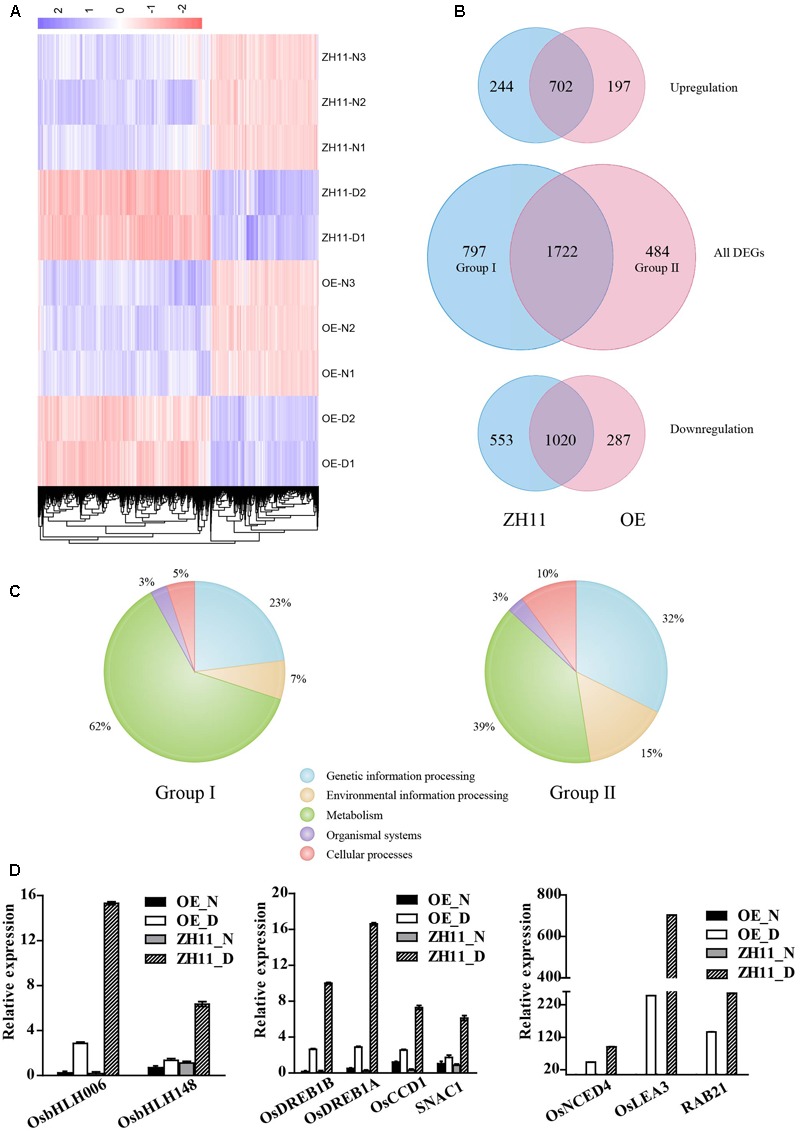
Transcriptome profiling of *OsJAZ1*-OE plants. **(A)** The expression patterns of the DEGs under normal (–N) and drought stress conditions (–D). Color scale is in log_2_ of the fold change. **(B)** Number of specific and common drought-responsive DEGs in the WT and OE plants. **(C)** KEGG classification of the specific drought-responsive DEGs (Group I and Group II) in the WT and *OsJAZ1*-OE plants. **(D)** Confirmation of several genes involved in the ABA and JA pathways and stress resistance showing lower drought-induced levels in the *OsJAZ1-*OE plants than in WT ZH11. Error bars represent the SE of three replicates.

To gain insights into the putative functions of the specific DEGs, GO enrichment and KEGG analyses were conducted for the DEGs in Group I and Group II. According to the GO term enrichment, the top three terms in Group I were ‘response to oxygen-containing compound’ (GO:1901700), ‘response to nitrate’ (GO:0010167), and ‘response to oxidative stress’ (GO:0006979), while the top three categories in Group II were ‘cell proliferation’ (GO:0008283), ‘regulation of DNA replication’ (GO:0006275), and ‘histone H3-K9 methylation’ (GO:0051567) (Supplementary Files 4, 5). In addition, there were 49 DEGs and 32 DEGs, respectively, in the WT ZH11 and *OsJAZ1-*OE plants belonging to the GO of ‘water deprivation’ (GO:0009414). 

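Genes of DNA replication fell under drought in ZH11 and in OsJAZ1-OE, and genes that remove reactive oxygen went both ways. Of 18 measured genes of DNA replication and the cell cycle, 10 fell in ZH11 and 11 in OsJAZ1-OE (10 and 13 adjusted over the list alone), and none rose. CDKB2 (LOC_Os08g40170), a B-type cyclin-dependent kinase of mitosis, had log2 fold changes of −3.87 in ZH11 and −3.41 in OsJAZ1-OE, and OsMCM4 (LOC_Os01g36390), a subunit of the replicative helicase, of −2.94 (standard error 0.48) and −2.62 (standard error 0.43). The sliding clamp gene OsPCNA (LOC_Os02g56130) did not pass, with −0.09 and −0.16. OsMCM4 was at 0.813 FPKM in ZH11 and 1.27 in OsJAZ1-OE under normal conditions. The list's median was −1.84 in ZH11 and −1.80 in OsJAZ1-OE, with an adjusted p of 0.0030 and 1.2e-04 from camera. With an estimated correlation the adjusted p was 0.431 and 0.32. The 14 Group II genes that the paper's tables assign to the nucleosome, chosen by the study on these samples and so not independent evidence, passed edgeR's test as lower in both genotypes, with a median absolute log2 fold change of 3.34 in ZH11 and 3.00 in OsJAZ1-OE. The histone H3 gene LOC_Os04g34240 fell by −4.83 (standard error 0.95) in ZH11 and −4.20 (standard error 0.82) in OsJAZ1-OE. Of 9 genes that scavenge reactive oxygen, 4 rose, 3 fell and 2 did not pass in each genotype. The superoxide dismutase gene SodCc2 (LOC_Os07g46990) rose from 248 to 556 FPKM in ZH11 and from 284 to 605 in OsJAZ1-OE. The catalase gene CatA (LOC_Os02g02400) fell by a log2 fold change of −1.15 in ZH11 and −0.74 in OsJAZ1-OE, and under drought it was higher in OsJAZ1-OE by 0.54 (standard error 0.09, adjusted p = 0.0078 from edgeR's test). Camera gave an adjusted p of 0.684 in ZH11 and 0.751 in OsJAZ1-OE for this list, whose median in OsJAZ1-OE (−0.01) and mean (0.11) differ in sign.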

According to the results of the KEGG analysis (Supplementary Files 4, 5), 58 and 99 DEGs were identified, respectively, in Group II and Group I. According to the KEGG analysis, 62% and 7% of the DEGs in Group I belong to ‘metabolism’ and ‘environmental information processing’ (Plant hormone signal transduction), while 39% and 15% of the DEGs in Group II belong to these two classifications, respectively (**Figure 6C**). These results suggested that the DEGs in the plant metabolism and hormone signaling pathways may mainly contribute to the hypersensitive phenotype of the *OsJAZ1-*OE plants. 

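Most other JAZ repressors of JA signaling rose under drought in ZH11 and fewer in OsJAZ1-OE, while genes of JA synthesis went both ways. Of 10 measured JAZ genes other than OsJAZ1, 7 rose in ZH11 and 3 in OsJAZ1-OE, and none fell. OsJAZ12 (LOC_Os10g25290) rose from 10.6 to 64.1 FPKM in ZH11 and from 11.4 to 40.9 in OsJAZ1-OE. OsJAZ13 (LOC_Os10g25230) rose by a log2 fold change of 4.74 in ZH11 (standard error 0.76, adjusted p = 5.4e-04 from edgeR's quasi-likelihood test) and of 3.56 in OsJAZ1-OE (standard error 0.89, adjusted p = 0.0087). OsJAZ8 (LOC_Os09g26780) rose by 0.92 and 0.57, and under drought it was lower in OsJAZ1-OE by a log2 fold change of −0.44 (adjusted p = 0.046 from edgeR's test). OsJAZ10 (LOC_Os03g08330) rose by 2.38 in ZH11 and had 1.05 in OsJAZ1-OE, which did not pass. All 10 genes were higher in ZH11 drought replicate 1 than in replicate 2, with a median log2 ratio of 1.02, against 0.15 in OsJAZ1-OE. The list's median was 1.07 in ZH11 and 0.57 in OsJAZ1-OE, with an adjusted p of 0.0057 and 0.0428 from camera. The call in OsJAZ1-OE ended with DESeq2 (0.115), with the stricter filter (0.0625), without ZH11 normal replicate 1 (0.0502) or 3 (0.0543), without OsJAZ1-OE normal replicate 2 (0.1004) and without OsJAZ1-OE drought replicate 1 (0.141, the highest over the alternatives). With an estimated correlation the adjusted p was 0.431 and 0.596. The difference between the genotypes' responses had a median of −0.53 over the list (camera adjusted p = 0.0697), which passed with DESeq2 (0.0070), without OsJAZ1-OE normal replicate 2 (0.0227), without OsJAZ1-OE drought replicate 1 (0.0305) and without ZH11 drought replicate 2 (−0.91, 4.5e-08, the lowest over the alternatives). Without ZH11 drought replicate 1 the median was 0.17 and did not pass (0.308). Of 21 measured genes of JA synthesis and perception, 4 rose and 7 fell in ZH11 (4 and 8 adjusted over the list alone), and 4 rose and 6 fell in OsJAZ1-OE, and camera gave an adjusted p of 0.347 and 0.848. The lipoxygenase gene LOC_Os02g10120 rose from 96.0 to 346 FPKM in ZH11 and from 91.5 to 311 in OsJAZ1-OE, and OsJAR1 (LOC_Os05g50890), which joins JA to isoleucine, fell by −0.60 and −0.50. OsOPR1 (LOC_Os06g11290), an oxophytodienoate reductase, was lower in OsJAZ1-OE under drought by −1.45 (adjusted p = 0.034 from edgeR's test). The hormone genes of Group I and Group II were chosen by the study on these samples and are not independent evidence. All 7 of Group I passed an adjusted p under 0.05 in ZH11 and 5 in OsJAZ1-OE, among them the auxin response gene OsIAA27 (LOC_Os11g11410, −1.76 and −1.34). OsGH3.2 (LOC_Os01g55940), which joins auxin to amino acids, was at 4.82 and 11.3 FPKM in ZH11 and at 8.32 and 8.08 in OsJAZ1-OE, and its responses differed by −1.15 (adjusted p = 0.0925 from edgeR's test). Of the 9 of Group II, which the paper found in OsJAZ1-OE only, 8 passed in each genotype, such as OsSAUR22 (LOC_Os04g56680, −1.90 and −1.98). OsJAZ10, OsJAZ12 and OsJAZ13 are among these 9. Here each of them passed in ZH11, while OsJAZ10 did not pass in OsJAZ1-OE.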

To further confirm this speculation, we performed quantitative real-time PCR to examine the expression profiles of some DEGs belonging to plant hormone metabolism and signaling pathways. As shown in **Figure 6D**, we found that the expressions levels of *OsNCED4* (ABA biosynthesis), *RAB21* and *OsLEA3* (typical downstream genes of ABA signaling), *OsbHLH006* and *OsbHLH148* (related to JA signaling), and *OsDREB1A, OsDREB1B, SNAC1*, and *OsCCD1* (well-known drought responsive genes) were significantly lower in the *OsJAZ1*-OE plants than in the WT ZH11 under drought stress conditions. These results indicate that the JA and ABA signaling pathways might be attenuated in the *OsJAZ1*-OE plants under drought stress conditions, and the expression levels of some drought resistance-related genes were also repressed to some extent. Together with the hyposensitive and hypersenstive phenotypes for the *OsJAZ1*-OE and the *jaz1* mutant, respectively, under MeJA and ABA treatments, these results suggest that JAZ1 may affect drought resistance partially in an ABA and JA-dependent manner.

## Discussion

Phytohormones play important roles in promoting the adaptation of plants to various abiotic stresses. The roles of JA and ABA under abiotic stress have been intensively studied. However, JAZ proteins act as a repressor of JA signaling, and there are only a few reports about the roles of JAZ proteins under abiotic stress treatment in rice (Hu et al., 2013; Wu et al., 2015; Lv et al., 2017). Here, we found that the *jaz1* mutant plants showed increased drought resistance at the seedling and reproductive stages, while the *OsJAZ1*-OE plants were more sensitive to drought stress treatment compared to the WT plants.

### *OsJAZ1* Negatively Regulates JA and ABA Signaling

According to previous studies, JAZ proteins play a negative role for JA perception and the regulation of JA responsive genes. JA-insensitive and hypersensitive mutants contributed to confirming the negative role of JAZ proteins in JA signaling. MeJA treatment was performed to examine the JA responsiveness of *OsJAZ1* (**Figure 1A**). The changed expression level of *OsJAZ1* showed that *OsJAZ1* was responsive to JA. A MeJA sensitivity test for the *OsJAZ1*-OE lines and *jaz1* mutant lines suggests that the *OsJAZ1*-OE plants were hyposensitive to MeJA (**Figure 4A**), whereas the *jaz1* mutant plants were hypersensitive to MeJA (**Figure 4B**). The result is consistent with previous results that the JAZ overexpression plants showed a hyposensitive phenotype under MeJA treatment (Chini et al., 2007; Thines et al., 2007). The expression level of *OsJAZ1* was much greater in the overexpression plants than that in WT ZH11, resulting in stronger repression on the activation of JA-responsive TFs. Therefore, we propose that *OsJAZ1* acts as a repressor in the JA signaling pathway.

Previous studies have reported that the ABA-dependent signaling pathway and the JA dependent pathway have common TFs (MYB/MYC), such as OsMYC2 (Abe et al., 2003; Adie et al., 2007). However, crosstalk between the JA and ABA signaling pathways is still ambiguous, since both synergistic and antagonistic interactions have been reported. In our study, we found that *OsJAZ1* is also significantly induced by ABA (**Figure 1C**), and a hyposensitive phenotype is present in the *OsJAZ1*-OE plants under ABA treatment (**Figure 4A**). What’s more, the *jaz1* mutant lines were hypersensitive to ABA (**Figure 4B**), indicating that *OsJAZ1* plays a negative role in the ABA signaling pathway. Our finding that *OsJAZ1* negatively regulates both the JA and ABA signaling pathways may contribute to the study of crosstalk between JA and ABA signaling. Nevertheless, the phenotypic changes of the *jaz1* mutant lines under the MeJA and ABA treatments were less obvious than that of the *OsJAZ1*-OE plants, which may be due to potential functional redundancy of OsJAZ1 homologs in rice.

### *OsJAZ1* Negatively Modulates Drought Resistance

Plant adaptation to variable environmental stresses relies on arrays of signaling networks. JAs play important roles in plant adaptation and mediate several biotic responses, plant growth and developmental processes, and recently they have been reported to regulate tolerance to abiotic stresses. The JAZ proteins, belonging to the TIFY plant-specific family, are key components of the JA signaling pathway. A previous study indicated that JAZ9 repressed the expression of *OsbHLH062* and *OsMYB30*, resulting in increased salt and cold tolerance (Wu et al., 2015; Lv et al., 2017). However, there is no direct evidence that JAZ proteins can affect drought resistance. In this study, we found that the *jaz1* mutant lines showed increased drought resistance compared to the Dongjin control rice at both the seedling and reproductive stages (**Figures 2D, 3D**). As expected, the *OsJAZ1*-OE plants exhibited decreased drought resistance at both the seedling and reproductive stages (**Figures 2E, 3A**). In addition, we also tested the drought resistance of the *OsJAZ1* transgenic rice in the field. The results showed that the *OsJAZ*1-OE lines were more sensitive to drought stress treatment in terms of the green leaves which remained after drought recovery, which is consistent with the increased drought sensitivity of the *OsJAZ*1-OE lines observed at the seedling stage. However, the *jaz1* mutant lines in the field did not show an obvious hyposensitive phenotype as we expected (Supplementary Figure 1). One of the possible reasons may be that the suppression of *OsJAZ*1 only has a relatively small genetic effect in changing drought resistance, especially under the severe drought stress treatment we applied in this experiment. Nevertheless, it cannot be excluded that other homologs of OsJAZ1 may have similar functions in regulating drought resistance. In addition, we suspect that the overexpression or mutation of *OsJAZ1* may cause fertility abnormalities, since this gene has been reported with a role in the control of spikelet development (Cai et al., 2014). Therefore, the relative yield or spikelet fertility are not suitable traits to evaluate the effect of this gene on drought resistance at the reproductive stage.

We conducted transcriptome profiling to find clues to the mechanisms responsible for the drought-hypersensitive phenotype of the *OsJAZ1*-OE plants. 

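The stress genes named by the paper rose under drought in ZH11, and each had a lower mean in OsJAZ1-OE than in ZH11 under drought, but none of these differences passed the test. RAB21 (LOC_Os11g26790), a dehydrin gene, was at 0.954 ± 0.152 FPKM (SD, n = 3) in ZH11 normal, 149 ± 98.1 (SD, n = 2) in ZH11 drought, 2.19 ± 0.567 in OsJAZ1-OE normal and 106 ± 9.18 in OsJAZ1-OE drought. In the same order OsLEA3 (LOC_Os05g46480), a group 3 LEA protein, was at 1.12 ± 0.264, 139 ± 83.7, 1.84 ± 0.195 and 72.2 ± 9.02 FPKM, and OsNCED4 (LOC_Os07g05940), an enzyme of ABA synthesis, at 0.512 ± 0.144, 20.9 ± 7.09, 0.533 ± 0.234 and 15.1 ± 11.4. SNAC1 (LOC_Os03g60080), a NAC factor, was at 99.5 ± 12.2, 502 ± 314, 80.6 ± 5.56 and 246 ± 20.6 FPKM, and OsbHLH148 (LOC_Os03g53020), a JA-related bHLH factor, at means of 21.1, 196, 19.1 and 63.5. The mean of OsbHLH006 (LOC_Os04g23550), another JA-related bHLH factor, was 68.3 FPKM in ZH11 and 16.8 in OsJAZ1-OE under drought, that of OsDREB1A (LOC_Os09g35030) 14.2 and 4.17, and that of its neighbour OsDREB1B (LOC_Os09g35010) 82.0 and 19.9. The loci of OsNCED4, OsbHLH006 and SNAC1 were set in advance, and their names are not in the reference gene table used here. All 8 genes rose in ZH11, and 6 rose in OsJAZ1-OE, where OsbHLH148 (adjusted p = 0.073 from edgeR's quasi-likelihood test) and OsDREB1A (0.12) did not pass. In ZH11, OsDREB1A (−1.59, adjusted p = 0.0547 from edgeR's test) and OsDREB1B (−0.25, 0.705) no longer rose without drought replicate 1, limma-trend did not call them there (0.405 and 0.146), and OsDREB1A also missed with only the groups compared (0.0518), with DESeq2 on only these groups (0.0786), a setting chosen after seeing the data, and without ZH11 normal replicate 1 (0.0504) or 3 (0.0505). In OsJAZ1-OE, OsDREB1B did not pass under 6 of 19 alternatives, and OsbHLH148 and OsDREB1A passed under 5 each. Under drought OsJAZ1-OE against ZH11 gave log2 fold changes from −0.55 (RAB21, standard error 0.33, adjusted p = 0.41 from edgeR's test) to −2.18 (OsbHLH006, standard error 0.71, adjusted p = 0.13), with the lowest adjusted p for SNAC1 (0.091) and OsLEA3 (0.096). Thus edgeR called 0 of the 8, with 4 at an unadjusted p under 0.05, and DESeq2 and limma-trend also called 0. The ZH11 drought replicates lay far apart for these genes. Replicate 1 had 162 FPKM of OsDREB1B and replicate 2 1.91, and the values were 27.9 and 0.501 for OsDREB1A, 359 and 32.0 for OsbHLH148, 121 and 15.9 for OsbHLH006, and 724 and 280.0 for SNAC1. RAB21 went the other way with 79.2 and 217.9 FPKM, as did OsLEA3 with 80.0 and 198. Leaving out either replicate leaves 1 ZH11 drought library, whose spread the model takes from the other groups. OsJAZ1-OE against ZH11 under drought then rests on that library for ZH11. Without replicate 2 the log2 fold change was −3.03 for OsbHLH006, −2.58 for OsbHLH148, −2.77 for OsDREB1A, −3.11 for OsDREB1B and −1.62 for SNAC1. Without replicate 1 it was −1.11 for RAB21, −1.50 for OsLEA3, 0.85 for OsbHLH148, 3.08 for OsDREB1A and 3.26 for OsDREB1B. With no filter on low counts and all libraries kept, OsLEA3, OsbHLH006 and SNAC1 passed edgeR's test as lower in OsJAZ1-OE. Of 13 measured DREB and NAC factors, which activate stress genes, 11 rose in ZH11 and 7 in OsJAZ1-OE, and none fell, with medians of 2.29 and 1.53 and camera adjusted p values of 8.5e-04 and 9.98e-04, but without ZH11 drought replicate 1 the median in ZH11 was 0.24 (0.0482, the highest over the alternatives). With an estimated correlation the adjusted p was 0.28 and 0.32. OsNAC10 (LOC_Os11g03300) rose by 2.48 and 2.57, and OsDREB1C (LOC_Os06g03670) by 5.04 and 4.50. Of these 13 factors, 11 were higher in ZH11 drought replicate 1 than in replicate 2, with a median log2 ratio of 0.74, against 0.04 in OsJAZ1-OE. Under drought no factor passed as different between the genotypes (2 lower in OsJAZ1-OE adjusted over the list alone), with a median of −1.09 and a camera adjusted p of 0.0231, 0.662 with an estimated correlation. This call ended without ZH11 drought replicate 1 (median −0.09, 0.582, the highest over the alternatives), with limma-trend (−0.15, 0.0526) and without OsJAZ1-OE drought replicate 2 (−1.07, 0.0980). Over all 13 genes taken from the paper's text, which the study chose in part on these samples and so are not independent evidence, 11 rose and 1 fell in ZH11, and 7 rose and 1 fell in OsJAZ1-OE (9 and 1 adjusted over the list alone). Camera gave this list an adjusted p of 0.0010 and 0.0041 for drought, 0.272 and 0.32 with an estimated correlation, and 0.516 for OsJAZ1-OE against ZH11 under drought, where the list holds the overexpressed OsJAZ1 itself. Camera passed this last comparison as higher in OsJAZ1-OE with DESeq2 (2.4e-04, the lowest over the alternatives), although the list's median was −1.004. It also did so with DESeq2 on only the groups compared (0.0031), a setting chosen after seeing the data. Without ZH11 drought replicate 2 the median was −0.89. With DESeq2 the direction was down once OsJAZ1 was left out, so the upward call there came from the overexpressed gene. Over the other 12 genes, a test chosen after seeing the data, that comparison had a median of −1.04 with a camera adjusted p of 0.0922 (0.589 with an estimated correlation), and of 0.0198 with DESeq2. Among all genes, 376 were called higher and 54 lower in OsJAZ1-OE than in ZH11 under drought, 430 in all, against 251 and 27, 278 in all, with only these groups in the model. Without ZH11 drought replicate 2 the counts were 305 higher and 193 lower, and with no fold limit 633 and 282.

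**Figure D2:**
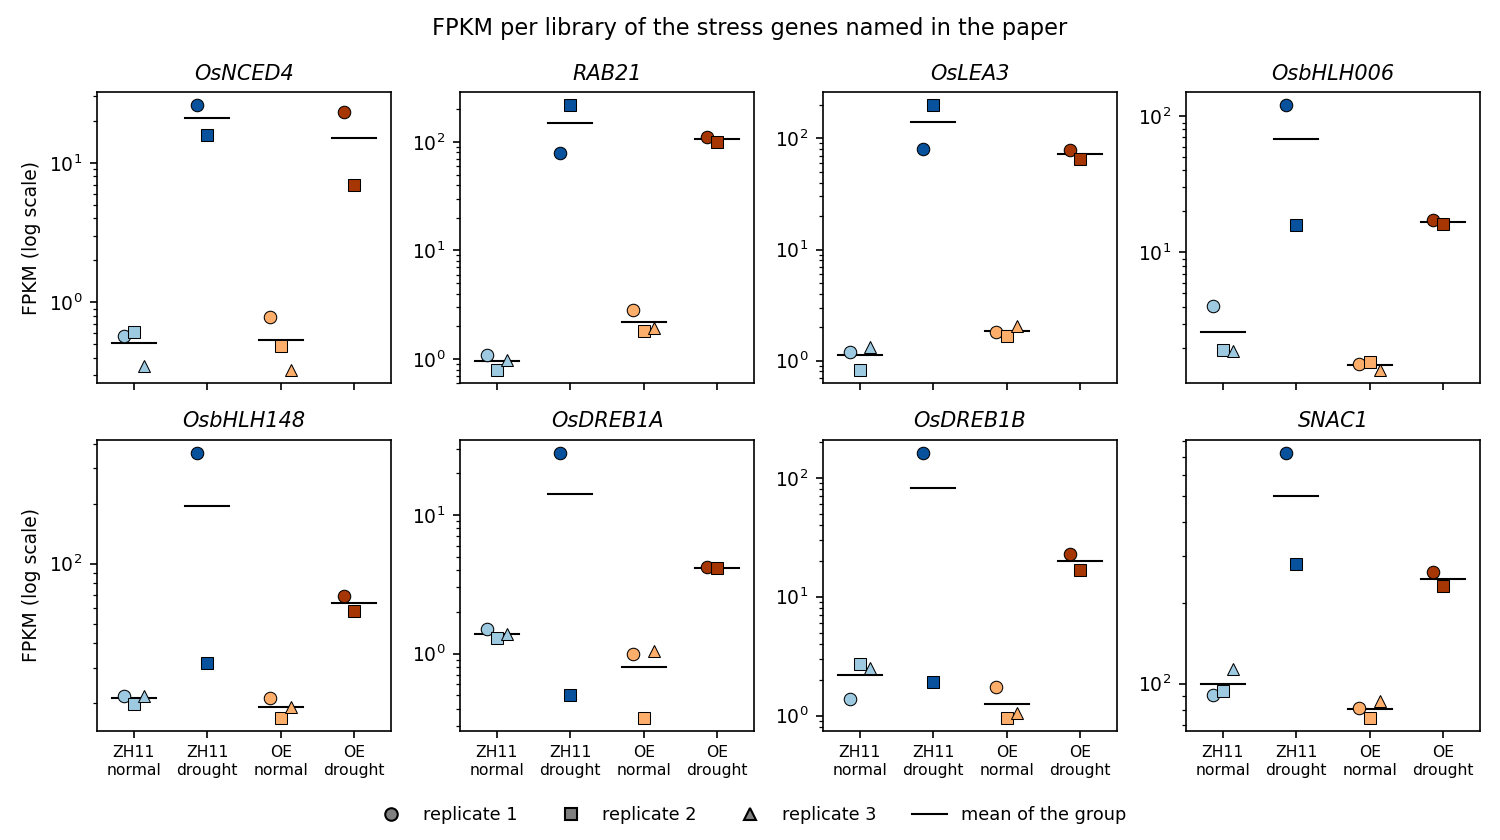
FPKM of the 8 named stress genes (vertical axis, log scale) in each library of ZH11 and OsJAZ1-OE under normal and drought stress conditions. Circles, squares and triangles are replicates 1, 2 and 3, and black lines are group means, as for OsDREB1B in ZH11 drought, where the replicates of 162 and 1.91 FPKM have a mean of 82.0.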

According to the profiling results, we speculate that the hypersensitive phenotype of the *OsJAZ1*-OE plants under drought stress treatment may be partially attributed to the significantly decreased expression levels of abiotic stress and ABA and JA signaling and stress-responsive genes. These include *OsNCED4, OsLEA3, RAB21, OsbHLH006, OsbHLH148, OsDREB1A, OsDREB1B, SNAC1*, and *OsCCD1* which were confirmed by qRT-PCR analysis. *OsNCED4, OsLEA3*, and *RAB21* are well known ABA and abiotic stress responsive genes (Ganguly et al., 2012). Furthermore, *OsNCED4* is a key gene in ABA biosynthesis and involved in the regulation of drought resistance (Zong et al., 2016). *OsLEA3* encodes a group 3 late-embryogenesis abundant protein and plays an important role in drought and salt stress responses (Hu, 2008). The suppressed expression of *OsNCED4, OsLEA3*, and *RAB21* may result in an attenuation of the ABA pathway and subsequently lead to the drought-hypersensitive phenotype of the *OsJAZ1*-OE plants. Furthermore, no DEGs in Group II were enriched in the GO terms related to ABA signaling (Supplementary File 4), such as ‘response to ABA’ (GO:0009737) and ‘regulation of ABA biosynthetic process’ (GO:0010115). These results further suggest that ABA signaling was suppressed to some extent in the process of OsJAZ1-regulated drought resistance.

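Genes of ABA signaling responded to drought in both genotypes. Of 9 clade A protein phosphatases 2C, which ABA induces and which repress its signaling, 8 rose and none fell in either genotype, with a median log2 fold change of 2.30 in ZH11 and 2.12 in OsJAZ1-OE. OsPP2C68 (LOC_Os09g15670) rose by 4.12 in ZH11 and 3.93 in OsJAZ1-OE (standard error 0.09 in each), and OsPP2C30 (LOC_Os03g16170) by 3.52 and 3.17, while OsPP2C53 (LOC_Os05g51510) did not pass, with 0.02 and 0.04. Of 15 measured SnRK2 kinases and ABA-responsive bZIP factors, 12 rose and 2 fell in ZH11, and 11 rose and 2 fell in OsJAZ1-OE, with medians of 0.77 and 0.62. OsbZIP23 (LOC_Os02g52780) rose by 2.60 and 2.38 and the kinase gene SAPK6 (LOC_Os02g34600) by 1.37 and 1.24, and SAPK2 (LOC_Os07g42940) fell by −0.54 and −0.76. Camera gave the phosphatases an adjusted p of 2.3e-08 in ZH11 and 5.4e-09 in OsJAZ1-OE, and the kinases and factors 1.4e-05 and 3.7e-05. With an estimated correlation the adjusted p was 0.0788 and 0.0674 for both lists. Of 9 genes of ABA synthesis and breakdown, 4 rose and 4 fell in each genotype (4 and 5 in ZH11 adjusted over the list alone). The synthesis gene OsNCED3 (LOC_Os03g44380) rose from 1.33 ± 0.322 FPKM (SD, n = 3) to 29.6 ± 1.86 (SD, n = 2) in ZH11 and from 1.38 ± 0.329 to 22.1 ± 5.83 in OsJAZ1-OE, and the breakdown gene OsABA8ox1 (LOC_Os02g47470) rose by 3.10 and 2.16. OsNCED1 (LOC_Os02g47510) did not pass under drought in either genotype, and was lower in OsJAZ1-OE than in ZH11 under normal conditions by −0.74 (standard error 0.08, adjusted p = 2.2e-04 from edgeR's quasi-likelihood test). The list's median in ZH11 was −0.22 and its mean 0.80, and camera, with an upward direction, gave an adjusted p of 0.847 in ZH11 and 0.751 in OsJAZ1-OE. Of 6 measured ABA receptor genes, 4 fell and 1 rose in each genotype, and LOC_Os03g18600 fell by −2.68 in ZH11 and −1.91 in OsJAZ1-OE. Camera gave the receptors an adjusted p of 0.0485 and 0.0405, 0.272 and 0.32 with an estimated correlation, but the call held under 6 of 19 alternatives in ZH11 and 13 of 19 in OsJAZ1-OE. It ended in both with a stricter filter (0.206 and 0.219, the highest over the alternatives), with only the groups compared (0.0511 and 0.0577), with DESeq2 on only these groups (0.0596 and 0.129), a setting chosen after seeing the data, and without OsJAZ1-OE drought replicate 2 (0.0731 and 0.0575), in OsJAZ1-OE with DESeq2 (0.0978), and in ZH11 with limma-trend (0.0863), with no filter (0.05004), without ZH11 normal replicate 1 (0.0501) or 3 (0.0560), without ZH11 drought replicate 1 (0.109) or 2 (0.0644), without OsJAZ1-OE normal replicate 3 (0.0514) and without OsJAZ1-OE drought replicate 1 (0.0732). Under drought 1 gene of these 4 lists, OsNCED1 (−0.45, adjusted p = 0.029 from edgeR's test), differed between the genotypes, while 4 phosphatases and 2 synthesis or breakdown genes were lower in OsJAZ1-OE when adjusted over the list alone. Camera called the phosphatases (median −0.23, adjusted p = 0.0039) and the synthesis and breakdown genes (−0.45, 0.0139) lower in OsJAZ1-OE under drought, with 0.629 for each when the correlation is estimated, but not the kinases and factors (−0.10, 0.0711) or the receptors (−0.04, 0.858). These calls ended without OsJAZ1-OE drought replicate 2 (0.0980 for both lists), that for the phosphatases with limma-trend (0.0526), and that for synthesis and breakdown without ZH11 drought replicate 1 (0.327).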

Previous studies have shown that JA also plays an important role in abiotic stress resistance. In this study, the expression levels of *OsbHLH006* and *OsbHLH148* were repressed in the *OsJAZ1*-OE plants under drought stress treatment. OsbHLH006 and OsbHLH148 are both basic helix-loop-helix proteins that regulate drought resistance via the JA-dependent pathway (Seo et al., 2011; Miyamoto et al., 2013). Previous studies have reported that *OsDREB1A, OsDREB1B, SNAC1*, and *OsCCD1* positively regulate drought resistance in rice (Dubouzet et al., 2003; Figueiredo et al., 2012; Redillas et al., 2012; Jing et al., 2016). *OsDREB1A* and *OsDREB1B* regulate the expression of abiotic stress-related genes via an ABA-independent pathway. Here, we showed that the expression levels of *OsDREB1A, OsDREB1B, SNAC1*, and *OsCCD1* were suppressed in the *OsJAZ1*-OE plants under drought stress conditions, which further supported the hypersensitive phenotype in the *OsJAZ1*-OE plants under drought stress treatment. Besides these reported genes related to the JA and ABA pathways or drought resistance, there are many DEGs in Group I enriched in several GO terms related to other stress responses, such as ‘response to oxidative stress’ (GO:0006979), ‘response to water deprivation’ (GO:0009414), and ‘response to salt stress’ (GO:0009651), while there were none or fewer DEGs in Group II enriched in these GO terms.

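Genes of protein protection rose under drought, more genes of osmolyte synthesis rose than fell, and water channel genes went both ways. Of 13 small heat shock proteins, HSP90 and HSP101 chaperones and heat shock factors, 12 rose in ZH11 and 9 in OsJAZ1-OE (13 and 9 adjusted over the list alone), and none fell. The small heat shock protein gene LOC_Os01g04370 rose from 4.94 ± 0.277 FPKM (SD, n = 3) to 225 ± 105 (SD, n = 2) in ZH11 and from 4.57 ± 1.00 to 185 ± 37.2 in OsJAZ1-OE, and HSP101 (LOC_Os05g44340) rose by a log2 fold change of 2.74 and 1.91. The heat shock factor gene HsfA2c (LOC_Os10g28340) rose by 0.90 in ZH11 and did not pass in OsJAZ1-OE (0.11), and under drought it was lower in OsJAZ1-OE by −0.86 (standard error 0.16, adjusted p = 0.013 from edgeR's quasi-likelihood test). Camera gave the heat shock list an adjusted p of 1.0e-06 in ZH11 and 2.8e-04 in OsJAZ1-OE, and 0.272 and 0.32 with an estimated correlation. Under drought 3 members were lower in OsJAZ1-OE (9 adjusted over the list alone), with a median of −0.98 and a camera adjusted p of 1.5e-05, 0.629 with an estimated correlation. All 13 were lower in ZH11 drought replicate 1 than in replicate 2, with a median log2 ratio of −0.82, and all were lower in OsJAZ1-OE drought replicate 1 than in replicate 2, with −0.55. Of 7 genes for proline, trehalose and galactinol synthesis, 5 rose and 1 fell in ZH11, and 4 rose and 1 fell in OsJAZ1-OE. OsP5CS1 (LOC_Os05g38150), which makes proline, rose by 1.05 in ZH11 and 0.75 in OsJAZ1-OE, and the galactinol synthase gene OsGolS2 (LOC_Os07g48830) by 3.00 and 2.58. Camera gave this list an adjusted p of 0.0364 in ZH11 and 0.145 in OsJAZ1-OE, and 0.272 and 0.32 with an estimated correlation, and the call in ZH11 ended without ZH11 drought replicate 1 (0.0802, the highest over the alternatives). Of 13 measured aquaporins, 4 rose and 5 fell in ZH11, and 3 rose and 5 fell in OsJAZ1-OE (4 and 6, and 3 and 6, adjusted over the list alone), with camera adjusted p values of 0.347 and 0.367. The tonoplast aquaporin gene OsTIP1;2 (LOC_Os01g74450) rose by 1.30 and 1.09, and under drought it was lower in OsJAZ1-OE by −0.53 (adjusted p = 0.018 from edgeR's test). OsPIP2;4 (LOC_Os07g26630) of the plasma membrane fell by −2.04 and −1.22, and under drought it was higher in OsJAZ1-OE (0.810 and 1.85 FPKM, adjusted p = 0.033 from edgeR's test).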

## Conclusion

We have demonstrated that OsJAZ1 functions as a negative regulator in the drought resistance of rice, partially in an ABA-dependent and JA-dependent manner.

## Author Contributions

JF designed and performed the experiments and wrote the manuscript. HW generated the transgenic materials and performed the experiments. SM, DX, and RL provided assistance with subcellular localization and data analysis. LX designed the experiments and wrote the manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

1 http://www.postech.ac.kr/life/pfg/risd/

2 http://www.biocloud.net/

3 http://www.postech.ac.kr/life/pfg/risd/

# Supplementary material for: OsJAZ1 Attenuates Drought Resistance by Regulating JA and ABA Signaling in Rice
**Source:** Front Plant Sci. 2017 Dec 11;8:2108. doi: 10.3389/fpls.2017.02108
**Supplement:** Supplementary file 1

Supplementary Table 1. Primers used in this study

Primers Name	Primers sequence (5' to 3')	Purpose
OsHHLH006F	GCGCGAACAAGAACATCCTC	qRT-PCR
OsHHLH006R	TTGATGATCGACGCCTTGTCC	qRT-PCR
OsHHLH148F	AACGTCGAGACCACGATTGC	qRT-PCR
OsHHLH148R	TGTCAGGCTGGTTCCTCTCTACT	qRT-PCR
OsNCED4F	GATTGCACGGCACCTTCATT	qRT-PCR
OsNCED4R	CTCTGTAATTTGATTTTTCCTGGCTAAT	qRT-PCR
OsLEA3F	GGTGATGTGTACTGATGATGTT	qRT-PCR
OsLEA3R	ACAAATGCGGGCTTTAGG	qRT-PCR
RAB21F	CACACCACAGCAAGAGCTAAGTG	qRT-PCR
RAB21R	TGGTGCTCCATCCTGCTTAAG	qRT-PCR
OsDREB1BF	CTCGACGACGGGTTCAGGTTC	qRT-PCR
OsDREB1BR	CGTCCTCCCACCACGCTC	qRT-PCR
OsDREB1AF	CGAGGAGTCCGCCGCCACC	qRT-PCR
OsDREB1AR	TCCATGAGCATCCCCTGCGCCAA	qRT-PCR
OsCCD1F	GGACTACCTGCCGGTGAT	qRT-PCR
OsCCD1R	CTGTCTGAAGGTGATGAGCCC	qRT-PCR
OsNAC9F	GGATCTCTCAGGTTGGATGATTG	qRT-PCR
OsNAC9R	TTCCCCTGCTGCATCTTCTC	qRT-PCR
JAZ1rtF	CAGCAGGTTGGTGTACAAATGC	qRT-PCR
JAZ1rtR	TCCATCCCTGATGCTTCCAT	qRT-PCR
Z1-mutF	GAGTCACGGTTGAAATCTTG	PCR
Z1-mutR	GCAACTAGAATGACACCCTAA	PCR
PGAR	TTGGGGTTTCTACAGGACGTAAC	PCR

# Supplementary material for: OsJAZ1 Attenuates Drought Resistance by Regulating JA and ABA Signaling in Rice
**Source:** Front Plant Sci. 2017 Dec 11;8:2108. doi: 10.3389/fpls.2017.02108
**Supplement:** Supplementary file 2

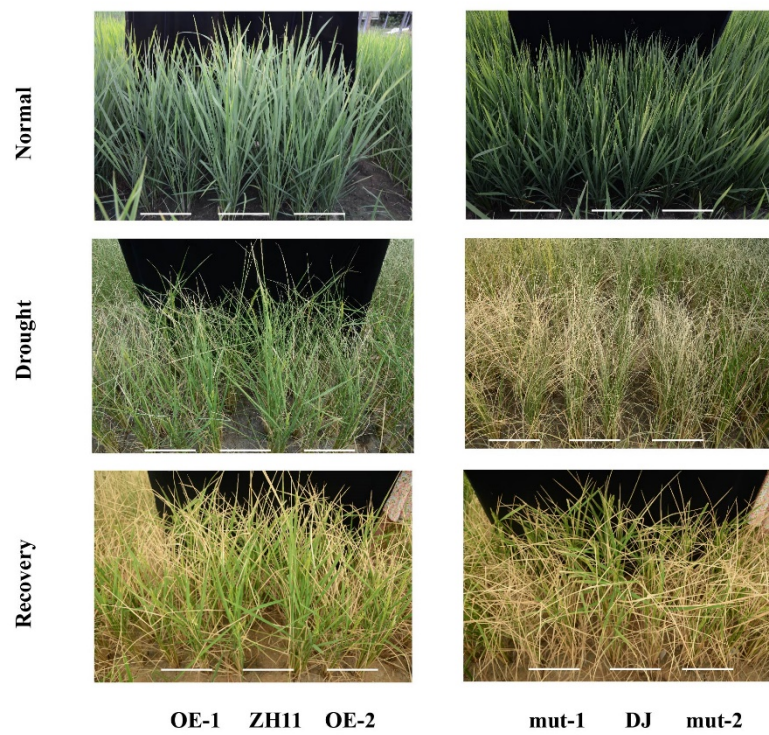

Supplementary Figure 1. Drought resistance analysis of the transgenic and wild-type plants in a refine paddy field facilitated with a movable rain-off shelter.

How the deposited data were processed for this re-analysis (not part of the article)

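RNA-seq was done by the authors on shoots of ZH11 and OsJAZ1-OE plants at the four-leaf stage under normal and drought stress conditions. The files used here hold 10 libraries, with 3 of ZH11 normal, 2 of ZH11 drought, 3 of OsJAZ1-OE normal and 2 of OsJAZ1-OE drought. The third drought replicate of each genotype, which the paper left out, was not used here. What the replicate numbers stand for is not given in the sources used here.

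Each file lists 101273 transcripts of 55689 gene IDs, of which 54490 are MSU rice locus IDs, 1014 are new genes and 185 are predicted genes. The expected counts are estimated fragments per transcript that, as deposited by the authors, appear to have been multiplied by 1 factor per library, and neither such a factor nor the program that made them is given in the sources used here. The factor was read from the values, since 89.9 to 90.8% of the gene sums of up to 1000 fragments were whole multiples of a step of 0.884 to 1.19 to within 0.01 fragments. The FPKM values are, per the file headers and the paper, fragments scaled by transcript length and by the fragments mapped, made by the authors on the BMKCloud platform. The labels name TopHat2, Picard, SAMtools version 0.1.18 and GATK, and give neither the role of each nor the genome build. Over the 1998 genes of the paper's Supplementary File 1, 19980 of 19980 FPKM values lay within 0.1% of the gene sums used here.

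Expected counts and FPKM were summed over the transcripts of a gene. The summed counts were rounded and normalized by TMM, and 24850 genes passed edgeR's filterByExpr. The total was 32396154 to 34027909 per library (median 32985819), and 28610391 to 37795957 (median 33411298) with the factor divided out. The 10 most abundant genes took 3.90 to 4.77% of a library. Between replicates a chi-square against counting error averaged 6.71 to 22.3 per gene, where counting error alone would give about 1, so the spread between libraries limits most comparisons of abundant genes more than depth does.

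A quasi-likelihood model of edgeR 4.0.16 (R 4.3.3) with 1 mean per group was fitted to all 10 libraries, so that the groups of 2 libraries share an estimate of spread with the others. Its common dispersion was 0.0103 and its prior degrees of freedom 4.74. Drought was compared with normal conditions in each genotype, OsJAZ1-OE with ZH11 in each condition, and the drought responses with each other. P values were adjusted by the Benjamini-Hochberg method over all genes tested. A gene was called at an adjusted p under 0.05 and a log2 fold change of at least 1 in size, which are also the paper's thresholds, and at an adjusted p under 0.05 alone for the difference of the responses.

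The size of the response in OsJAZ1-OE relative to ZH11 was taken over the genes that passed both thresholds in the average of the genotypes, and was tested by fry of limma 3.58.1 with the sign of the average for each gene. Of 22 gene lists, 20 had at least 4 measured genes and were tested by camera, with a preset correlation of 0.01 and with an estimated correlation, and by fry, on log2 CPM. Their p values were adjusted over the 20 lists of a comparison. Group I, Group II and their hormone and nucleosome genes were taken from the paper's supplementary files.

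The genes named in the text follow a rule. They are the genes the paper names; per comparison the 8 with the largest increase and the 8 with the largest decrease among called genes with no overlap between libraries and a mean of at least 5 FPKM in the higher group; for the difference of the responses 10 in each direction by adjusted p; and of each list the 2 members with the lowest adjusted p and, where it helps, the most expressed member that did not pass. Genes with no name in the sources used here may be left out. Values in the paper's tables had been seen by then. Locus IDs that the paper does not give were set from general knowledge of rice genes and then checked. Of 252 listed genes, 130 names were found in a reference gene table on the same chromosome and in the same order, 112 were not in it, 6 were elsewhere, and 4 had no locus in the files. OsCCD1 was not analysed here, since the sources used here do not settle its locus.

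The comparisons, thresholds, gene lists and most alternatives were set before the data were examined. These alternatives were DESeq2 1.42.0; limma-trend on log2 of FPKM plus 0.1, for genes with at least 0.5 FPKM in 2 libraries; RLE size factors in place of TMM; no filter; a filter of at least 50 counts in every library of a group; only the groups compared; the replicate number as a block; no fold limit, or a limit of 1 for the difference of the responses; the genes called in both genotypes for the size of the response; and each library left out. Counts with the factor divided out and DESeq2 on only the groups compared were added after seeing the data, as was the list of genes named by the paper without OsJAZ1 itself. The model was tested on simulated counts for 24525 genes. Of genes changed by a log2 fold of 1 and 2, it called 78 and 99% under drought in ZH11, 76 and 98% between the genotypes under drought, and 66 and 93% for the difference of the responses. It also called 7, 15 and 10 unchanged genes. A simulated difference in size of −0.25 was measured as −0.25 with a p of 1.1e-10 from fry, and one of 0 as −0.0036 with a p of 0.40. Each gene was drawn independently there, and the responding genes had responses of the same size. The fry p values therefore do not show what fry gives where genes vary together. Each gene also had the same spread in all groups there. In the data the chi-square per gene was 22.3 between the ZH11 drought libraries and 10.1 between the OsJAZ1-OE drought libraries. The simulation therefore does not show whether choosing genes by their average response favours 1 genotype when their spreads differ. The paper's qRT-PCR, phenotype and localization experiments and its GO and KEGG analyses were not analysed here.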

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

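The tests on the ZH11 drought libraries below were chosen after their values were seen.

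5 gene lists stood out because their drought response differed between the genotypes in camera. The median difference, OsJAZ1-OE minus ZH11, was −0.82 for heat shock proteins (camera adjusted p = 1.9e-05), −0.73 for LEA proteins and dehydrins (0.0170), −0.36 for osmoprotectant synthesis (0.0142), −0.17 for clade A phosphatases (0.0228) and −0.14 for SnRK2 kinases and ABA-responsive factors (0.0142). Estimating the correlation in camera gave an adjusted p of 0.645, 0.731, 0.323, 0.645 and 0.323. Fry, which asks whether the genes of a list move in 1 shared direction, gave 0.406, 0.749, 0.148, 0.406 and 0.148. Camera's adjusted p over the alternatives ran from 1.3e-09 to 0.0403 for heat shock proteins, 2.4e-07 to 0.525 for LEA proteins, 0.00158 to 0.101 for osmoprotectants, 0.00527 to 0.273 for the phosphatases and 0.00262 to 0.128 for the kinases and factors. Without ZH11 drought replicate 2 the LEA median was −0.20 (0.525), the phosphatase median −0.16 (0.0651) and that of the kinases and factors −0.09 (0.128), and none of these 3 passed. Without OsJAZ1-OE drought replicate 2 only heat shock proteins passed, while the LEA median was −0.22 (0.163), the osmoprotectant median −0.32 (0.101), the phosphatase median −0.08 (0.273) and that of the kinases and factors −0.15 (0.0622). Without OsJAZ1-OE normal replicate 1 LEA proteins (−0.30, 0.0703) and phosphatases (−0.16, 0.0896) did not pass. With limma-trend LEA proteins (0.0785), phosphatases (0.269) and kinases and factors (0.0785) did not pass, nor did the kinases and factors with no filter (0.0950).

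The lower responses in OsJAZ1-OE go with fewer genes called there, 2729 against 3570 in ZH11, a ratio of 1.31. One technical explanation is that ZH11 drought replicate 1 stands apart, and without it the ratio was 1.16, between the bounds of 1.1 and 1.2 set for that test. The ratio also fell without ZH11 drought replicate 2, and rose without either OsJAZ1-OE drought replicate. Each of these fits leaves 1 drought library in a genotype, which by itself can change the number of genes called there. The ratio therefore cannot tell whether ZH11 drought replicate 1 stands apart. A smaller response across responding genes was tested by the median signed difference of −0.25, which stayed below 0 without each library in turn, at −0.10 without OsJAZ1-OE drought replicate 2, but the rotation test fry did not pass, with a p of 0.0772 (0.0388 to 0.42 over the alternatives). With 2 drought libraries per genotype these explanations cannot be told apart.

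The JAZ genes were higher in ZH11 drought replicate 1 than in replicate 2, with a median log2 ratio of 1.02 (10 of 10 higher), against 0.15 in OsJAZ1-OE. Other JA-related lists did not share this, with 0.11 (13 of 21 higher) for JA synthesis and perception and −0.63 (0 of 7 higher) for Bowman-Birk inhibitors. DREB and NAC factors did, with 0.74 (11 of 13 higher) in ZH11 and 0.04 in OsJAZ1-OE. The JA-related factor genes OsbHLH148 and OsbHLH006 were also higher in ZH11 drought replicate 1. LEA genes had −1.17 (0 of 9 higher) in ZH11 and 0.10 in OsJAZ1-OE, while heat shock genes were lower in replicate 1 of both genotypes, with −0.82 and −0.55 (0 of 13 higher in each). A swap of that library with one of another group is argued against by OsJAZ1, at 7.98 times more in the lowest OsJAZ1-OE library, and by RAB21 and OsLEA3, at 27.9 and 38.9 times more than in the highest normal library. A candidate explanation for the JAZ genes is a stress of the plants of that library beyond the drought the group shares, of a kind the paper and the labels do not give. The ratio of the JAZ genes raised this explanation and so cannot test it. With 2 libraries the ratios do not tell which of them stands apart, and a difference in harvest or library preparation was not tested.

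A group of 302 genes, among them OsJAZ1 itself, stood out because they differed between the genotypes the same way under both conditions, and the others lie outside the genes the paper discusses. Of these, 277 were higher and 25 lower in OsJAZ1-OE, where independent sets of the same sizes would share 5.05 and 0.130. Segments of the genome that differ between the line and the ZH11 plants may be a source, since 24.5% of the 302 genes had another within 5 tested genes, against a median of 11.3% in 10000 random sets (central 95% from 6.62 to 16.6%, 0 sets as high). The genes with the smallest p for drought had 14.2%, and the ratio of 1.72 is below the 2 set for the test, so the clustering of related genes and such segments cannot be told apart. No biological explanation, such as a standing effect of OsJAZ1 on these genes, was tested, as the line and the transgene go together here. Under normal conditions 394 genes were called, and 0 in the highest of the other splits of the 6 libraries, so that 1 of 10 splits gave as many, which is too few splits for a share under 0.05.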

How the results depend on the processing

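The test with DESeq2 on only the groups compared, and that on counts with the factor divided out, were chosen after seeing the data. With the factor divided out, and with RLE size factors, each count stayed within 1.5 times its value.

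Genes whose drought response differs, 0 in edgeR (2098 at an unadjusted p under 0.05), were 106 with DESeq2, 4 with limma-trend and 45 with no filter, and the cause was not tested. The stricter filter, which tests fewer genes, gave 835 called only in ZH11, 188 only in OsJAZ1-OE and 261 between the genotypes under normal conditions, with a response size of −0.25 that passed with a p of 0.0468 from fry (0.0388 to 0.42 over the alternatives). With only the groups compared 278 genes differed under drought, from a fit on fewer libraries. With no fold limit there were 11044 genes in ZH11, 9694 in OsJAZ1-OE, 7891 in both, 3153 only in ZH11, 1803 only in OsJAZ1-OE, and 915 and 952 between the genotypes under drought and normal conditions, since the limit itself was dropped. For the genes named by the paper, OsJAZ1-OE against ZH11 under drought, camera's call turned upward and passed with DESeq2 (median −1.004, adjusted p = 2.4e-04) and with DESeq2 on only the groups compared (−0.995, 0.0031), and passed downward without ZH11 drought replicate 2 (5.4e-04), with 2.4e-04 to 0.993 over the alternatives. The list holds OsJAZ1, the transgene itself, and without it, a test chosen after seeing the data, the direction was down both in edgeR's fit (camera adjusted p = 0.0922) and with DESeq2 (median −1.05, 0.0198), the only 2 settings run for it.

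With each library left out, 3185 to 3581 genes were called in ZH11, 2109 to 2790 in OsJAZ1-OE, 1822 to 2275 in both, 1081 to 1753 only in ZH11 and 287 to 708 only in OsJAZ1-OE (702 without ZH11 drought replicate 1, 708 without replicate 2, 287 without OsJAZ1-OE drought replicate 1). Between the genotypes 296 to 498 genes differed under drought and 308 to 394 under normal conditions, OsJAZ1 by 3.08 to 3.22 and 3.44 to 3.48. The responses differed for 0 to 123 genes (123 without ZH11 drought replicate 2, 2 without replicate 1, 3 without OsJAZ1-OE normal replicate 1). The response size was −0.32 to −0.10, and passed without ZH11 drought replicate 1 (−0.30) and OsJAZ1-OE drought replicate 1 (−0.29). Without ZH11 drought replicate 1 or 2, OsbHLH148 went from 0.85 to −2.58 in OsJAZ1-OE against ZH11 under drought, OsDREB1A from 3.08 to −2.77 and OsDREB1B from 3.26 to −3.11, and under drought in ZH11 OsDREB1A was −1.59 or 4.26 and OsDREB1B −0.25 or 6.12. DREB and NAC factors had a median of 0.23 or −0.86 for the difference of the responses and −0.089 or −1.48 under drought between the genotypes. These genes lie far apart in the 2 ZH11 drought libraries, and a lone drought library is assumed to vary like the other groups.

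With the replicate block 1191 genes were called only in ZH11, 0 responses differed (2376 at an unadjusted p under 0.05 in edgeR) and the size was −0.25. With it camera called the JAZ genes (0.0395, and 4.5e-08 to 0.308 over the alternatives) and the genes named by the paper (0.0470, and 3.2e-09 to 0.308) for the difference of the responses, and did not call the ABA receptors under drought in ZH11 (0.0750, and 0.0353 to 0.206) or OsJAZ1-OE (0.0608, and 0.0116 to 0.219). The 13 pairs with the same number had correlations of −0.10 to 0.24 (median 0.086, 6 over 0.1), the other 24 pairs a median of −0.071, and 8 of 10 libraries correlated best with their own number. This is a hint of a link, but the numbers were not taken to pair the samples, since not every pair was over 0.1 and no source used here gives a link.

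Of the list tests under alternatives other than a library left out, 826 kept their direction and side of the threshold, 20 came to pass, 22 ceased to pass and 2 turned, and with a library left out 932, 30, 36 and 2. For the log2 fold changes of the paper's genes these were 397, 15, 17 and 0, and 465, 20, 20 and 5. Over the genes called in both genotypes the response size was −0.20. The alternatives for FPKM alone did not apply, and a fit of only the groups compared cannot give the difference of the responses. Depth may limit genes of low FPKM, such as OsMCM4 in ZH11 (0.813 FPKM under normal conditions, standard error 0.48 under drought), which was not tested.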

Differences from the paper's values

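The paper gives 797 DEGs found in ZH11 but not in OsJAZ1-OE, and 1266 were found here at the same thresholds. Of the alternatives set before the data were examined, the count was within 1.5 times the paper's value with DESeq2 (1195), limma-trend (1088), the stricter filter (835), only the groups compared (1172) and the replicate number as a block (1191), and without ZH11 normal replicate 1 (1172) or 2 (1081) or ZH11 drought replicate 1 (1159) or 2 (1109). It was not with RLE size factors (1270.0), no filter (1353), no fold limit (3153), or without ZH11 normal replicate 3 (1273), OsJAZ1-OE normal replicate 1 (1261), 2 (1387) or 3 (1396), or OsJAZ1-OE drought replicate 1 (1753) or 2 (1422).

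Of these DEGs the paper gives 553 as down-regulated, against 842 here. The count was within 1.5 times the paper's value under the same 9 alternatives, with DESeq2 (795), limma-trend (729), the stricter filter (551), only the groups compared (802), the replicate number as a block (793), and without ZH11 normal replicate 1 (814) or 2 (678) or ZH11 drought replicate 1 (792) or 2 (675), and not under the other 9. The paper gives 244 as up-regulated, against 424 here, and the count was within 1.5 times the paper's value with limma-trend (359), the stricter filter (284) and without ZH11 normal replicate 1 (358), and not under the other 15 alternatives.

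The paper states that OsNCED4, RAB21, OsLEA3, OsbHLH006, OsbHLH148, OsDREB1A, OsDREB1B and SNAC1 were lower in OsJAZ1-OE than in ZH11 under drought, by qRT-PCR. In the RNA-seq each of the 8 had a lower mean in OsJAZ1-OE, as the paper has it, but edgeR called 0 of them (4 at an unadjusted p under 0.05), and DESeq2 and limma-trend called 0. The adjusted p from edgeR was 0.53 for OsNCED4 (0.089 to 0.98 over the alternatives), 0.41 for RAB21 (6.4e-04 to 0.93), 0.096 for OsLEA3 (2.3e-05 to 0.61), 0.13 for OsbHLH006 (1.3e-05 to 0.75), 0.22 for OsbHLH148 (5.7e-07 to 0.81), 0.37 for OsDREB1A (4.3e-04 to 0.99), 0.32 for OsDREB1B (3.2e-05 to 0.98) and 0.091 for SNAC1 (3.2e-05 to 0.61). Without ZH11 drought replicate 1, RAB21 (−1.11) and OsLEA3 (−1.50) were lower, and OsbHLH148 (0.85), OsDREB1A (3.08) and OsDREB1B (3.26) higher. Without ZH11 drought replicate 2, OsbHLH006 (−3.03), OsbHLH148 (−2.58), OsDREB1A (−2.77), OsDREB1B (−3.11) and SNAC1 (−1.62) were lower. Each of these fits keeps 1 ZH11 drought library, whose spread is taken from the other groups. Apart from OsNCED4, the lowest adjusted p given above for each gene came from these fits. With no filter OsLEA3 (−0.99), OsbHLH006 (−2.17) and SNAC1 (−1.08) passed an adjusted p under 0.05 in edgeR as lower, OsLEA3 under the fold limit. OsNCED4 passed under none of the alternatives.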

Other observations

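The genes below of iron uptake, pathogenesis-related proteins and root markers belong to no claim of the paper. Of the reference genes below, OsActin is the internal control of the paper's qRT-PCR. The tests of the last 2 paragraphs of this part were chosen after values were seen. Of 7 measured genes of iron uptake, 2 fell in ZH11 and 3 in OsJAZ1-OE (4 adjusted over the list alone), and none rose, with medians of −0.41 and −1.15 and camera adjusted p values of 0.101 and 0.0633. The call in OsJAZ1-OE came to pass without OsJAZ1-OE normal replicate 1 (0.0338, the lowest over the alternatives). The nicotianamine synthase genes OsNAS1 (LOC_Os03g19427) and OsNAS2 (LOC_Os03g19420) fell in OsJAZ1-OE by a log2 fold change of −3.48 and −3.45 and did not pass in ZH11, with −0.38 and −0.46. The difference of the responses did not pass for OsNAS2 (−2.99, adjusted p = 0.22 from edgeR's test), which was lower in OsJAZ1-OE than in ZH11 under drought by −2.31 (adjusted p = 0.033 from edgeR's test). Adjusted over the list alone, the difference of the responses passed as lower in OsJAZ1-OE for 2 of the 7 genes and as higher for 1, and fry gave the list an adjusted p of 7.2e-04 with the direction left free and of 0.749 for 1 shared direction. Of 3 measured pathogenesis-related genes, 1 fell in ZH11 (none adjusted over the list alone) and none passed in OsJAZ1-OE, and the list was too small for camera. OsPR1a (LOC_Os07g03710) was at 15.5 and 15.5 FPKM in ZH11 and at 40.5 and 55.1 in OsJAZ1-OE under normal and drought conditions, higher in OsJAZ1-OE by 1.35 (adjusted p = 0.0097 from edgeR's test) and 1.77 (adjusted p = 0.0070). Of 7 root markers 2 were measured, and both rose in ZH11 and 1 in OsJAZ1-OE, with Lsi1 (LOC_Os02g51110) at 1.09 and 0.62. Of 6 reference genes 1 rose and 2 fell in each genotype, and camera gave 0.786 and 0.782. OsActin fell by −0.51 (adjusted p = 0.0044 from edgeR's test) in ZH11 and −0.47 (adjusted p = 0.0080) in OsJAZ1-OE. It did not pass in OsJAZ1-OE against ZH11 under drought, with a log2 fold change of 0.17 to 0.20 over the settings.

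Under normal conditions camera set 3 lists apart between OsJAZ1-OE and ZH11. Photosynthesis genes had a median log2 fold change of −0.17 (camera adjusted p = 4.9e-07), senescence genes −0.23 (0.013) and DNA replication genes 0.53 (0.013). Estimating the correlation gave an adjusted p of 0.67 for each. Over the alternatives camera's adjusted p ran from 1.5e-08 to 2.6e-04, from 2.7e-06 to 0.135 and from 3.3e-05 to 0.265. The call for senescence ended without OsJAZ1-OE normal replicate 2 (0.0567) or 3 (0.135), and that for DNA replication with DESeq2 (0.0919), with DESeq2 on only the groups compared (0.0776), without ZH11 normal replicate 1 (0.122) or 3 (0.109) and without OsJAZ1-OE normal replicate 3 (median 0.12, 0.265). Diterpenoid genes did not pass under normal conditions, but passed in camera as higher in OsJAZ1-OE under 9 of 19 alternatives. Among these were the replicate block (adjusted p = 0.0456), only the groups compared (0.0223) and no filter (0.0398). Under drought camera called diterpenoid genes higher in OsJAZ1-OE (median 0.62, adjusted p = 0.0139) and senescence genes (−0.31, 0.0030) and photosynthesis genes (−0.07, 0.0244) lower. With an estimated correlation these were 0.662, 0.662 and 0.751. Their adjusted p ran over the alternatives from 8.1e-04 to 0.245, from 6.8e-07 to 0.0435 and from 0.0059 to 0.1401. The call for the diterpenoids ended with DESeq2 on only the groups compared (0.0877) and without ZH11 drought replicate 1 (0.123) or OsJAZ1-OE drought replicate 1 (0.245), and that for photosynthesis without ZH11 drought replicate 1 (0.1401) or OsJAZ1-OE drought replicate 2 (0.0980). Over all 20 lists, camera with the preset correlation called 14 under drought in ZH11, 13 in OsJAZ1-OE, 5 for the difference of the responses, and 7 and 3 between the genotypes under drought and normal conditions, and with an estimated correlation 0 in each comparison, while fry called 17, 14, 0, 0 and 1.

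The 302 genes that differed between the genotypes under both conditions lie on all 12 chromosomes, with 2.47% of the tested genes of chromosome 10, 2.12% of chromosome 11 and 0.580% of chromosome 3. The runs with the most such genes were 5 of 11 tested genes on chromosome 11 from 20884305 to 21141970 (LOC_Os11g35610 to LOC_Os11g35970) and 4 of 8 from 18409159 to 18498350 (LOC_Os11g31500 to LOC_Os11g31630). Of the 302 genes, 41 had under 0.5 FPKM in both ZH11 groups and at least 5 in both OsJAZ1-OE groups, and 0 had the opposite. LOC_Os10g12610 was at 0.354 and 0.692 FPKM in ZH11 and at 323 and 344 in OsJAZ1-OE, and LOC_Os06g26270 at 18.3 and 17.0 in ZH11 and at 1.23 and 0.584 in OsJAZ1-OE. In the paper's tables 13 of the 302 carry an annotation, and apart from OsJAZ1 the paper's text does not discuss them.

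More than 4-fold apart between the drought replicates were 192 genes in ZH11, of which 151 were higher in replicate 1, and 70 in OsJAZ1-OE. OsMYB30, whose name was found elsewhere in the reference gene table, passed edgeR's test as higher under drought in ZH11 and did not pass in OsJAZ1-OE. Its log2 fold change over the settings was 0.68 to 3.065 in ZH11, lowest without drought replicate 1, and 1.56 to 2.199 in OsJAZ1-OE. OsbHLH062 and OsMYC2, whose names are not in the reference gene table, had log2 fold changes of 0.32 and 0.21 under drought in ZH11, and 0.31 and 0.12 in OsJAZ1-OE, and OsMYC2 did not pass. Without ZH11 drought replicate 2, which leaves 1 library in that group, OsMYC2 had 0.46 under drought in ZH11. In OsJAZ1-OE against ZH11 under drought it then had −0.55. Under the other alternatives OsMYC2 did not pass. OsbHLH062 passed edgeR's test with an adjusted p of 0.0363 and 0.0489, and passed under 11 of 19 alternatives in ZH11 (0.0277 to 0.144) and 4 of 19 in OsJAZ1-OE (0.0273 to 0.383).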
